# Neoantigen Presentation and IFNγ Signaling on the Same Tumor-associated Macrophage are Necessary for CD4 T Cell–mediated Antitumor Activity in Mice

**DOI:** 10.1158/2767-9764.CRC-22-0052

**Published:** 2022-05-09

**Authors:** Ainhoa Perez-Diez, Xiangdong Liu, Polly Matzinger

## Abstract

Tumor-associated macrophages (TAM) promote tumor survival, angiogenesis, and metastases. Although they express MHC class II molecules, little is known about their ability to present tumor antigens to tumor-infiltrating CD4 T cells, and the consequences of such presentation. To answer these questions, we used a C57/BL10 mouse tumor model where we subcutaneously implant a bladder carcinoma cell line naturally expressing the H-Y male antigen into female mice, making the H-Y antigen a *de facto* neoantigen. We found that TAMs indeed present tumor antigens to effector CD4 T cells and that such presentation is necessary for tumor rejection. As a consequence of this interaction, TAMs are reeducated to produce lower amounts of tumor-promoting proteins and greater amounts of inflammatory proteins. The reeducation process of the TAMs is transcriptionally characterized by an IFNγ signature, including genes of known antiviral and antibacterial functions. CD4 production of IFNγ, and not TNFα or CD40L, is required for the reeducation process and tumor rejection. Furthermore, IFNγ signaling on antigen-presenting TAMs and not on bystander TAMs, is necessary for the antitumor effect. These data identify critical mechanisms of tumor rejection by CD4 T cells and underscores the importance of effector CD4 T cell–tissue macrophage interactions not only at the tumors site but potentially in other tissues.

**Significance:**

In the tumor microenvironment, TAMs are capable of presenting tumor antigens to effector CD4 T cells. Upon antigen recognition, the CD4 cells transform transcriptionally, phenotypically, and functionally the TAMs inducing tumor rejection. This reeducation process requires both cognate interaction and IFNγ signaling on the same macrophage.

## Introduction

We have previously found that several different tumors that are resistant to clearance by CD8 T cells could be cleared by tumor-specific CD4 T cells, in the absence of any other T cell; and that to achieve tumor rejection, the antitumor CD4 T cells did not need to directly recognize the tumor cells, but rather partnered with a local stromal cell type (1). In addition, more recent clinical trials have shown that CD4 T cells specific against mutated neoantigens can successfully be used alone or in combination to checkpoint inhibitors to treat patients with cancer (2–4). However, the mechanism of CD4-mediated tumor rejection has not been clearly delineated.

Macrophages are the most abundant immune cell population found in both human and mouse solid tumors during all phases of tumor development. These macrophages, called tumor-associated macrophages (TAM), have been extensively studied for their important roles in supporting tumor origination, angiogenesis, and metastasis formation, as well as for their role in the generation of an immunosuppressive tumor environment (5). TAMs display similar functional characteristics as M2 macrophages (6), such as the production of tumor-promoting factors as the angiogenic molecule, VEGF; chemokines such as CCL2 (MCP-1) and CCL22 (MDC); cytokines like IL10, which can suppress Th1 tumor–rejecting immune responses; metalloproteinases like MMP-9, which helps tumor cells to navigate through the extracellular matrix to develop metastases (5); and MFG-E8, which promotes resistance of cancer stem cells to antitumor drugs (7). In contrast, TAMs do not produce significant amounts of inflammatory products characteristic of classically activated, or M1, macrophages, such as CXCL-9 (MIG), IL1α, TNFα, RANTES (CCL5; ref. 5), and Activin A (8). Not surprisingly, high number of TAMs has been associated with poor cancer prognosis (9). Hence, several experimental antitumor therapies have attempted to eliminate TAMs (10), or to inhibit their precursors migration to the tumor site (11). Alternatively, the presence of TAMs with M1 phenotype, when found, has been correlated with better clinical outcome (12), suggesting that not only TAMs numbers but also their polarization status, M2 versus M1, is relevant for tumor prognosis. Thus, another potential therapeutic strategy is to reverse their phenotype toward M1 macrophages. Previous studies have shown that it is possible to obtain a partial phenotype reversal in *ex vivo* purified TAMs by delivering IL12 intratumorally (13), by stimulating with anti-CD40 antibodies (14) or by treatment with a class IIa histone deacetylase inhibitor (15).

Even though TAMs have been shown to express MHC class II molecules in both clinical samples and mouse models (16) and that macrophages have been known for a long time to be important APCs for immune responses (17), there is little information on their potential function as antigen-presenting cells (APC) of tumor antigens to CD4 T cells. We wondered, therefore, whether tumor-specific CD4 T cells might interact with local TAMs, and reeducate them *in vivo* to overcome local tumor-derived signals.

At least two features suggested that the TAM phenotype might not be unalterably fixed but receptive to the influence of an appropriate CD4 T cell. First, an important characteristic of both human and mouse macrophages is their plasticity in response to typical CD4 products. *In vitro* studies have shown, for example, that INFγ stimulation skews macrophages toward the inflammatory M1 phenotype, whereas IL4 and/or IL13 stimulation skews macrophages toward the “alternatively activated” or M2 phenotype (18). Second, CD4 T cells can induce a functional switch in many immune cells. Th1 CD4 T cells can activate macrophages to effectively kill intracellular bacteria (19). They also can “license” dendritic cells (DC) to stimulate effective CTL (19), and to produce copious amounts of IL12 (20). Orally immunized CD4 T cells can educate DCs to induce naïve T cells to become Th2/3 effectors (21). And follicular helper CD4 T cells direct the class of antibodies made by B cells (22). In all these cases, the CD4 T cells modulatory/helper activity is antigen specific and the CD4 T cell needs to recognize its antigen presented by the MHC class II molecule of the modulated/helped cell (macrophages, DC, or B cells).

To test whether TAMs can present tumor antigens on MHC class II to effector CD4 T cells at the tumor site and the consequences of such interaction, we used a previously described mouse model where Marilyn CD4 T cells, specific for the male antigen H-Y, is very efficient rejecting H-Y–expressing tumors (1). We found that not only TAMs could indeed present tumor antigens to tumor-infiltrating CD4 T cells, but that this presentation was required for tumor rejection. The CD4 T cells induced a transcriptional and functional switch in the TAMs, converting them from tumor-nurturing macrophages to inflammatory macrophages. The reeducation of the TAMs required IFNγ but not CD40L. Furthermore, both antigen presentation and IFNγ signaling needed to converge on the same macrophage for optimal antitumor effect.

## Materials and Methods

### Cell Lines

The H-2^b^ bladder carcinoma MB49 cell line, a gift from Dr. Fraia Melchionda (NCI, NIH) in 2002, was cultured in complete Iscove's Modified Dulbecco's Medium (IMDM; IMDM plus 10% FCS, glutamine, and antibiotics) and tested for *Mycoplasma* and other mouse pathogens by the IMPACT (Infectious Microbe PCR AmplifiCation Test) before starting mouse experimentation. Subsequently, cells were retested every 2 years for *Mycoplasma* using the MycoAlert Detection Kit (Lonza) and always found to be negative. Cells were cultured from 2 to 6 days before mouse challenge and were discharged if the culture had been stressed. Cells authentication was not conducted.

### Mice, Tumor Challenge, and Treatment

The anti-H-Y T-cell receptor (TCR) transgenic mice Marilyn, and A1M have been described previously (23, 24). They, C57BL/10, C57BL/10-RAGKO, and B10.A-RAGKO mice were obtained from Taconic Farms. MarilynIFNγKO cells were a gift from Mathew Albert (Institut Pasteur). RAGKO-IFN-γRKO (RAGIFNγRdKO) mice were generated by crossing C57BL/10-RAGKO with C57BL/6-IFNγRKO (Jackson Laboratory) and then intercrossing to homozygosity. Only female mice were used and they were housed in specific pathogen-free conditions. All animal handling and experiments were conducted under protocols approved by the NIAID Institutional Animal Care and Use Committee. The NIH is an Association for Assessment and Accreditation of Laboratory Animal Care International–accredited facility.

After thawing, 10^5^ MB49 cells in 100 μL of PBS were injected subcutaneously into the mice flank. One to 5 days later, mice received 10^6^ cells of freshly isolated spleen and mesenteric lymph nodes from the TCR transgenic mice. Tumor size was measured every 3–4 days and the volume calculated as length × width × height/2. Mice were sacrificed if they became distressed or if tumor volume became >1 cm^3^. In Fig. 1A, C57BL/10 mice were immunized with 2 × 10^6^ male splenocytes intraperitoneally. For depletion of CD4 T cells, a combination of GK1.5 (500 μg) and YTA 3.1.2. (100 μg) anti-CD4 depleting antibodies was given at days 0, 3, and every 7 days thereafter. To deplete CD8 T cells, anti-CD8 depleting antibody YTS 169.4 (100 μg) was given every 7 days.

**FIGURE 1:**
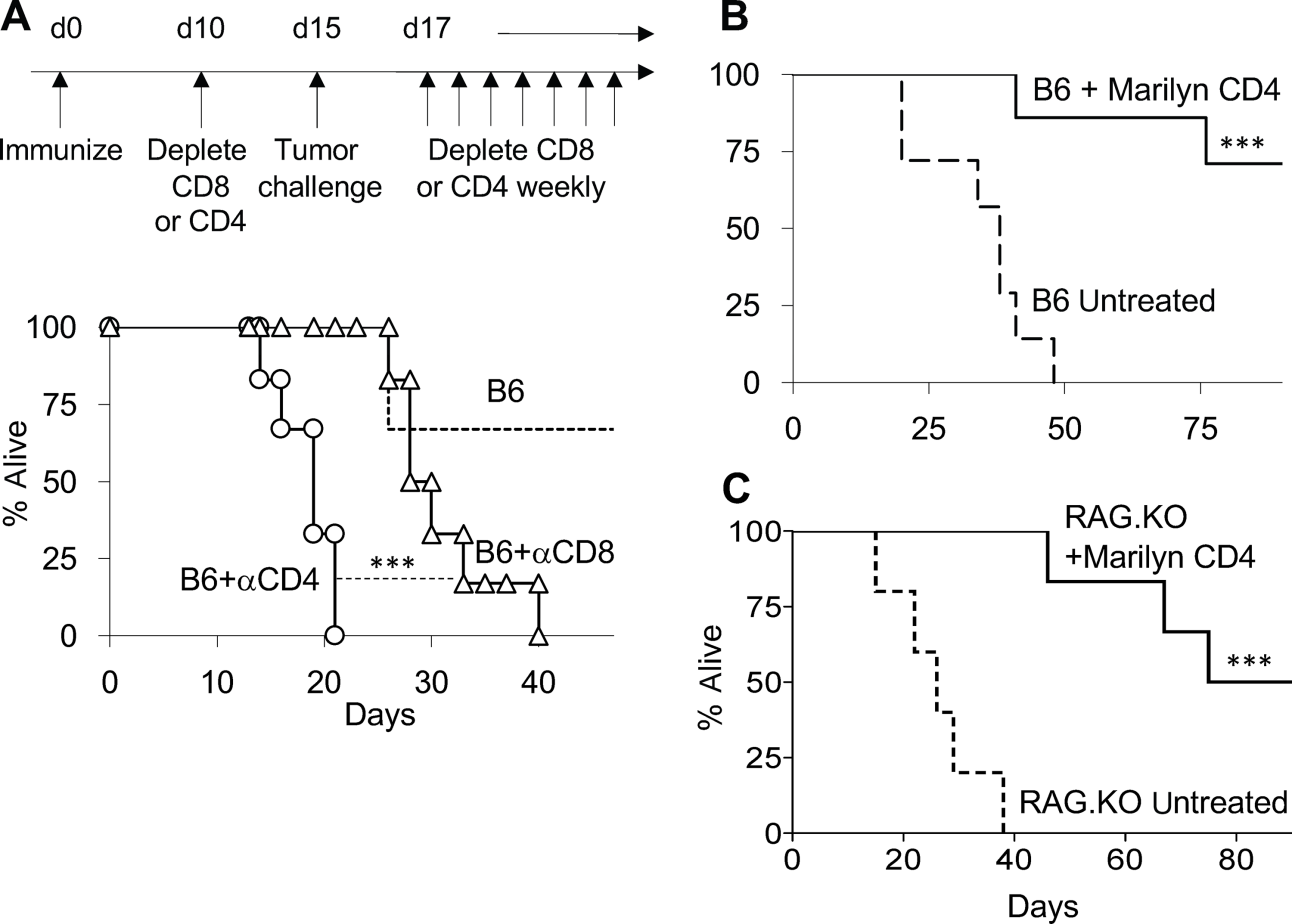
Tumor-specific CD4 T cells have antitumor effector properties beyond helping CD8 T cells. **A,** Experimental timeline, above, and survival graph below. Wild-type female mice were immunized with male splenocytes. Ten days later, mice were depleted of either CD4 or CD8 T cells (circles and triangles, respectively), or were not depleted (dotted line). Five days after depletion, all mice received H-Y–expressing MB49 tumor cells. Depleting antibodies were given during the length of the experiment. Wild-type (**B**) or RAG.KO (**C**) female mice received MB49 tumor. One day later, mice in each group either received Marilyn CD4 T cells (continuous line) or were left untreated (discontinuous line). Mice survival was followed until all remaining mice were tumor free. All the experiments were done at least two times.***, *P* < 0.001 using log-rank test.

### Flow Cytometry and Cell Sorting

Tumors were dissected from mice, disaggregated without the use of digestion enzymes, and passed through a filter. After blocking nonspecific binding with ultrablock solution (a 1:1:1 mixture of rat, hamster, and mouse sera, with 10 μg/mL 2.4G2 mAb), cells were stained with various combinations of antibodies (for specific antibodies, see Supplementary Experimental Procedures). Dead cells were excluded by staining with 7AAD (BD Pharmingen). Flow cytometry was performed on a FACSCalibur or FACSCanto (BD Biosciences). Analysis of flow cytometry data was done using Cell Quest (BD Biosciences) or Flowjo (Treestar). Cell sorting was performed using a BD FACSAria II (BD Biosciences). TAMs were sorted on the basis of the markers CD45^+^, CD11b^+^, MHC ClassII^+^, Gr-1^neg^, and 7AAD^neg^. CD4 T cells were sorted on the basis of the markers CD45^+^, CD4^+^, TCR^+^, and 7AAD^neg^.

### *In Vitro* Stimulation of CD4 T Cells with TAMs

To test tumor antigen presentation capabilities of bone marrow–derived cells at the tumor site, three populations of CD11b^+^/CD45^+^/7AAD^neg^ cells were sorted; population #I, class II^+^/Gr-1^neg^; #II, class II^neg^/Gr-1^neg^; and #III, class II^neg^/Gr-1^+^. A total of 4 × 10^4^ cells from each population were cultured overnight together with a mixture of 5 × 10^4^ sorted naive Marilyn CD4 cells plus 5 × 10^4^ A1M CD4 cells, in 200 μL of complete IMDM (plus 50 μmol/L β−mercaptoethanol) in 96-well plates. As negative controls, each of the sorted populations was plated by itself. As a positive control for maximal antigen presentation, TAM population #I was cultured with the sorted Marilyn CD4 TCR transgenic cells with the addition of 5 mmol/L of Dby peptide, the cognate epitope of Marilyn CD4 T cells.

To test cytokine production by the CD4 tumor-infiltrating lymphocytes (CD4 TIL), we sorted the CD4 T cells present at the tumor site 7 days after CD4 T-cell transfer, plated 1.5 × 10^4^ CD4 T cells in 200 μL of complete IMDM in 96-well plates, and stimulated them 2 ways. First, with 1.5 × 10^4^ sorted class II^+^ TAMs (population #I) from untreated mice that had received tumor cells 12 days earlier. Second, with plate-bound anti-CD3 (0.2 μg/mL; 2C11, BD Biosciences) and anti-CD28 (14 μg/mL; ascites) antibodies. Supernatants were collected 24 hours later and assessed for cytokines using the Quantibody Mouse Interleukin Array 1 (Raybiotech, Inc.).

### Bone Marrow Chimeras

For bone marrow chimera experiments, host mice were irradiated with 900 rads and reconstituted the same day with bone marrow cells from different donors. Successful donor reconstitution was checked by flow cytometry of blood cells, staining for MHC Class I molecules at 6–8 weeks after irradiation. One to 2 weeks later, mice were injected with tumor cells, and then given Marilyn CD4 T cells a day later. In the experiment shown in Fig. 3, all mice were immunized with 2 × 10^6^ male splenocytes intraperitoneally at the day of CD4 T-cell transfer and every 7 days thereafter for the entire length of the experiment to ensure adequate priming of the CD4 T cells.

### Phenotypical, Functional, and Molecular Comparison of Untreated Versus *In Vivo* CD4-Treated TAMs

For experiments comparing TAMs from tumor-bearing RAGKO mice that were either untreated (untreated TAMs) or CD4-treated (CD4-TAMs), mice were first challenged with 10^5^ MB49 tumor cells subcutaneously. Five days later, half of the mice received Marilyn CD4 T cells intraperitoneally. All mice were euthanized 12 days after tumor challenge. The tumors were dissociated as described above, and cells stained with different antibodies to compare either the phenotype of untreated versus CD4-treated TAMs or their protein production. For the latter, between 10^5^ and 1.25 × 10^5^ sorted TAMs were plated in 96-well plates with 200 μL of complete IMDM. TAMs came from either individual mice or from mice pooled within the same experiment (to be able to reach at least 10^5^ TAMs per assay). Supernatants were collected 18 hours later and send to Raybiotech, Inc. to measure cytokines and chemokines characteristic of M2 or M1 macrophages using a custom Cytokine array (see panel of cytokines tested in Fig. 4). Amount of protein in the supernatant was normalized per 10^5^ cells. For the microarray experiments, sorted TAMs were lysed immediately post sort for RNA isolation using miRNeasy mini kit (Qiagen). RNA samples were labeled, hybridized, and arrays were scanned as described below.

### *In Vivo* Blocking of Cytokines and CD40L

To block IFNγ, TNFα, or CD40L, 500 μg of anti-IFNγ antibody (clone XMG1.2) or of anti-TNFα antibody (clone XT3.11), or 800 μg of anti-CD40 L antibody (clone MR1) were injected intraperitoneally at days 2, 5, and 7 after CD4 T-cell transfer, and every 7 days thereafter. The same amount and schedule of rat (for the cytokines) or hamster (for CD40L) IgG1 antibody was injected in the control group of mice. All antibodies were purchased from BioXCell.

### Sample Preparation and Hybridization for Microarray Experiments

RNA quality was verified by Bioanalyzer with RNA integrity number greater than 8.5 for all samples. Microarray target material was prepared by amplification of 50 ng total RNA using NuGEN WT-Ovation systems V2, followed by biotinylation with NuGEN Encore BiotinIL, using 4 μg input of cDNA. We applied 2 μg of conjugate to Illumina Mouse WG-6 v2.0 Expression BeadChip microarrays and hybridized at 48°C for 16 hours, postprocessed per manufacturer's instructions and scanned using a HiScan (Illumina). Images were analyzed using Genome Studio software (Illumina) and tabular data uploaded to the mAdb database (http://mAdb.niaid.nih.gov).

### Analysis of Microarray Data

Microarray data were analyzed using BRB Array Tools developed by the Biometric Research Branch of the NCI (http://linus.nci.nih.gov/BRB-ArrayTools.html). Array data were filtered to threshold the spot intensity of the probes at the minimum value if the spot intensity was <90, and a quantile normalization was applied. For nonsupervised analysis, hierarchical clustering of the samples, centering the genes using centered correlation and average linkage was done using 10 samples (five untreated TAMs and five CD4-treated TAMs with one technical replicate in each group). For class comparison analysis, differentially expressed genes between the two groups of samples were identified by random variance *t*-test setting the *P* value at <0.001.

### Statistical Analysis

Two-tailed Mann–Whitney *t* test was used when comparing two groups of samples. For comparison of three or more groups, one-way ANOVA Kruskal–Wallis with Dunn as posttest was applied. Log-rank test was applied on survival graphs.

### Data Availability

The data generated in this study are available within the article and its Supplementary Data files. The full macrophage transcriptomic data is publicly available in Gene Expression Omnibus at GSE40920.

## Results

### Tumor-Specific CD4 T Cells have Antitumor Effector Properties Beyond Helping CD8 T Cells

To test the role of antitumor CD4 T effector cells as part of a natural endogenous response, we depleted female C57Bl/6 (B6) mice of their CD4 or CD8 T cells 5 days before challenging them with the bladder carcinoma MB49 cell line, which spontaneously expresses the H-Y male antigen. Mice were immunized against the H-Y antigen 10 days before the depletion to ensure that the CD8 T cells received proper help from CD4 T cells during the priming phase (see timeline on Fig. 1A). CD4 depleted mice lost most of the antitumor response, surviving barely 20 days, while CD8 depleted mice survived significantly longer (Fig. 1A), suggesting that CD4 T cells may have an additional role in tumor rejection besides helping CD8 T cells. To test the CD4-mediated antitumor effect, we transferred CD4 T cells from the Marilyn anti H-Y TCR transgenic mouse (which has no CD8 T cells) into nonimmunized tumor-bearing B6 mice. Most of the mice receiving Marilyn CD4 T cells survived while all the untreated mice died within 50 days (Fig. 1B). These two experiments show that both vaccine-elicited endogenous CD4 T cells as well as transferred TCR transgenic CD4 T cells are necessary for tumor rejection in immune-competent mice. The depletion experiment suggests that there is a mechanism of CD4-mediated antitumor effect independent of helping CD8 T cells. To further characterize such a mechanism without any confounding CD8-mediated effects, we next moved to a model that totally lacked CD8 T cells. For this, we transferred Marilyn CD4 T cells into tumor-bearing RAG.KO mice, which has no endogenous CD8 T cells, and found that 50% of the mice rejected the tumor and all of them had a survival advantage respect to untreated mice (Fig. 1C; ref. 1). These data show that CD4 T cells can reject tumors in absence of CD8 T cells.

### TAMs Present Tumor Antigens to CD4 T Cells at the Tumor Site

In our previous study, we found that CD4 T cells can reject tumors that do not express MHC class II molecules (1), suggesting that an MHC class II+ host cell may capture and present the tumor antigen to CD4 T cells at the tumor site. We next set up to identify the class II+ cell at the tumor site responsible for tumor antigen presentation to CD4 T cells. For this, we injected MB49 into RAGKO mice, 12 days later harvested the tumors along with their infiltrating stromal cells and used flow cytometry to identify and characterize the CD11b^+^ MHC class II+ myeloid cells (Fig. 2A and B). Figure 2B shows that the CD11b^+^/class II^+^ cells were Gr1^neg^ and positive for both F4/80, a macrophage marker, and CD11c, a DCs marker. They also expressed CD80, CD86, CD64, and PD-L1, very low levels of CD40, and were negative for CD8α and CD103. This combination of surface markers resembles a type of cell that has previously been identified as both a DC (25–28) and a macrophage (29) and it is found in tissues, rather than in secondary lymphoid organs. These cells also expressed TAM and M2 macrophage markers such as CCR2, the Mannose receptor (CD206), and IL4Rα (CD124) (Fig. 2G). To test whether these TAMs can capture *in vivo* tumor antigens and present them to CD4 T cells, we sorted three populations of tumor-infiltrating myeloid CD11b^+^ cells based on Gr-1 and class II expression (Fig. 2B) and used them to stimulate naïve, sort-purified, Marilyn CD4 T cells overnight without the addition of antigen (Fig. 2A). To measure functional antigen presentation, we monitored the expression of the T-cell surface marker, CD69, as naïve CD4 T cells are CD69 negative but rapidly become positive upon antigen recognition. We saw that the Marilyn CD4 T cells upregulated CD69 expression when cultured with the TAMs (population I, class II+/ Gr-1^neg^ cells; Fig. 2C), indicating that the TAMs had captured the H-Y antigen *in vivo* from the tumor and were able to present it to stimulate the Marilyn CD4 T cells. In contrast, neither population II (Gr-1^neg^/Class II^neg^), nor population III (Gr-1^+^ cells), were able to stimulate the Marilyn CD4 T cells. To control for the possibility that CD69 upregulation might be triggered by the release of stimulatory cytokines by the TAMs during the overnight *in vitro* culture, rather than by antigen presentation, we added a second CD4 TCR transgenic cell (A1M) to the cultures (Fig. 2C, black line) that cannot recognize H-Y antigen in this setting. The upregulation of CD69 by Marilyn CD4 T cells, but not by A1M CD4 T cells, shows that the stimulatory property of population I was antigen specific. As positive control of the assay, we externally added 5 mmol/L of Dby (Maryland cognate peptide) to the culture of population I plus the CD4 T cells. We found that population I had captured enough tumor antigen *in vivo* to present at 50% of the maximum efficiency found when the peptide was externally added (Fig. 2C, compare top left and right histograms). The antigen presentation was not due to contaminating APCs in the sorted T-cell population (Supplementary Fig. S1). Sorted TAMs (population I) were also able to induce the production of IFNγ by previously primed Marilyn CD4 T cells without the external addition of antigen (Fig. 2D). Altogether, these data show that TAMs capture and present tumor antigens to CD4 T cells at the tumor site, inducing IFNγ production by antigen specific effector T cells.

**FIGURE 2:**
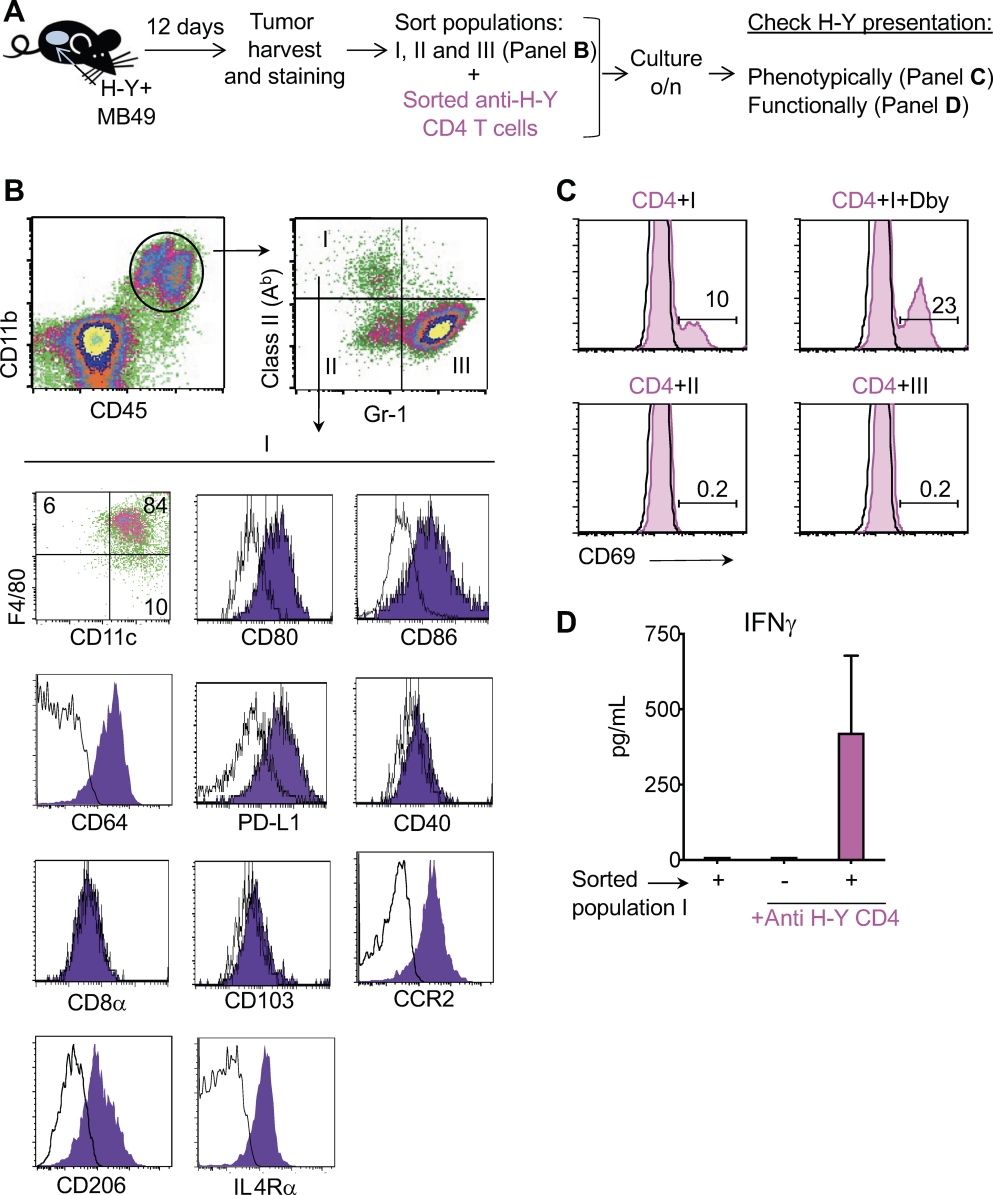
TAMs present tumor antigens to CD4 T cells at the tumor site. **A,** Schematic representation of the experiment. **B,** H-Y–expressing MB49 tumor growing subcutaneously in B10.RAGKO mice was mechanically dissociated at day 12 after tumor challenge and analyzed by flow cytometry. Live cells were gated using 7AAD and hematopoietic cells of myeloid origin were identified as CD45.2^+^ and CD11b^+^. CD45.2^+^/CD11b^+^ cells were divided into three populations based on their expression of MHC class II (A^b^) and Gr-1 (population I, class II^+^ /Gr-1^neg^; II, class II^neg^/Gr-1^neg^; and III, class II^neg^/Gr-1^+^). Population I was further phenotypically characterized by looking at F4/80, CD11c, CD80, CD86, CD64, PD-L1, CD40, CD8α, CD103, CCR2, CD206, and IL4Rα expression. A representative experiment from 10 is shown. **C,** Each of the three populations described in **B** were sorted and used as stimulators *in vitro* for naïve sorted anti-H-Y Marilyn (A^b^ restricted) and A1M (A^k^ restricted) CD4 T cells. Population I was also cultured in presence of 5 mmol/L of the H-Y peptide Dby. Twenty-four hours later, the cultures were harvested, and CD69 expression was analyzed on Marilyn cells (gated as CD4^+^/TCR^+^/Vb6^+^ T cells, pink shading), and A1M cells (gated as CD4^+^/TCR^+^/Vb6^neg^, black line). A representative experiment of three is shown. **D,** Population I was used to stimulate sorted *in vivo* primed Marilyn CD4 T cells, and IFNγ was measured in the supernatant 24 hours later. The average of two experiments with the SD is shown.

### Presentation of Tumor Antigen by Myeloid Cells is Necessary for Tumor Rejection by Effector CD4 T Cells

Next, we evaluated the role that tumor antigen presentation by bone marrow–derived myeloid cells to CD4 T cells might play on antitumor effect. For this, we transferred bone marrow cells from donors whose class II molecules have the restriction element able (A^b^) or not (A^k^) to present H-Y antigen to Marilyn T cells. When chimerism was established, we challenged the mice with tumor and transferred CD4 T cells. At this time, mice were immunized with irradiated A^b^ male splenocytes (expressing H-Y antigen) and every 7 days thereafter (Fig. 3A). This ensured that CD4 T cells were efficiently activated even in mice receiving A^k^ bone marrow (Supplementary Fig. S2). We found that tumors were rejected only in chimeric mice that received A^b^ bone marrow cells (Fig. 3B, right). Thus, presentation of tumor antigen by bone marrow–derived myeloid cells is necessary for tumor rejection by effector CD4 T cells.

**FIGURE 3:**
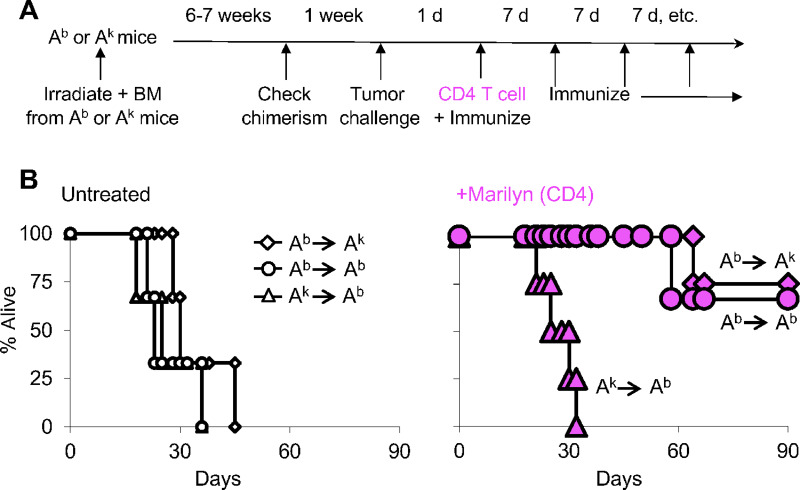
Presentation of tumor antigen by myeloid cells is necessary for tumor rejection by effector CD4 T cells. **A,** Schematic representation of the bone marrow chimera experiment. We made bone marrow chimeras in which the bone marrow–derived cells expressed the right (A^b^, circles) or wrong (A^k^, triangles) MHC class II allele to present the tumor antigen to Marilyn CD4 T cells. This was accomplished by using B10 (A^b^) or B10.A (A^k^) RAG.KO strain of mice. As additional control group, we also transferred A^b^ bone marrow into A^k^ mice (diamonds). Tumor-bearing mice were immunized with male A^b^ splenocytes to ensure efficient priming of the CD4 T cells. **B,** Survival of tumor-bearing mice was followed in the three different groups of chimera mice that either were left untreated or treated with Marilyn CD4 T cells, left and right panels, respectively.

### *In Vivo* Interactions of Tumor-Specific CD4 T Cells Cause a Phenotypical and Functional Switch in the TAMs, from Tumor Promoting M2 to Inflammatory M1 Macrophages

CD4 T cells modify the function of numerous other cells in the immune system. We hypothesized that, in similar way, effector CD4 T were able to modify the function of TAMs to induce tumor rejection. For this, we tested whether the *in vivo* interaction between Marilyn CD4 T cells and TAMs resulted in a phenotypical and/or functional change in the later ones. We compared TAMs (CD45^+^7AAD^−^CD11b^+^classII+Gr1^−^, population I in Fig. 2B) from untreated or CD4-treated mice 12 days after tumor challenge and 7 days after T-cell transfer, which is one day after the first CD4 T cells arrive at the tumor site (Supplementary Fig. S3). This timing enabled the *in vivo* TAM-CD4 T-cell interaction to occur for approximately 24 hours. Phenotypically, TAMs from CD4-treated mice showed significantly lower expression of Mannose receptor (CD206) and IL4Rα than TAMs from untreated mice (Fig. 4A), while other markers like CCR2, stayed unchanged (Supplementary Fig. S4A). To test for functional changes, we sorted the same TAMs from either untreated or Marilyn-treated mice, plate them overnight without further manipulation and measured the supernatants for various proteins characteristic of M2/tumor-promoting and M1/inflammatory macrophages. We found that TAMs from CD4-treated mice produced significantly less amount of the M2 products MMP-9, CCL22, IL10, and MFG-E8 (Fig. 4B), while producing significantly higher amount of M1 products, CXCL9 and IL1α (Fig. 4C) than TAMs from untreated mice. Although not statistically significant, TAMs from CD4-treated tumors produced less CCL2 (Fig. 4B) and CCL5 (Supplementary Fig. S4B) than TAMs from untreated mice, and more than double of the M1 factors Activin A and TNFα (Fig. 4C). TAMs products not affected by the presence of CD4 T cells were VEGF (Fig. 4B) and IL6 (Supplementary Fig. S4B). Altogether, this proteomic analysis showed that in presence of tumor specific CD4 T cells, the TAMs functionally switched from a tumor nurturing to a tumor-inflaming activity (Fig. 4D). These data show that tumor-specific CD4 T cells induce a phenotypical and functional change in TAMs *in vivo*, educating them not only to produce lower amounts of tumor-promoting factors, but also driving them to produce inflammatory factors that might assist in the CD4 T cell–mediated tumor rejection process.

**FIGURE 4:**
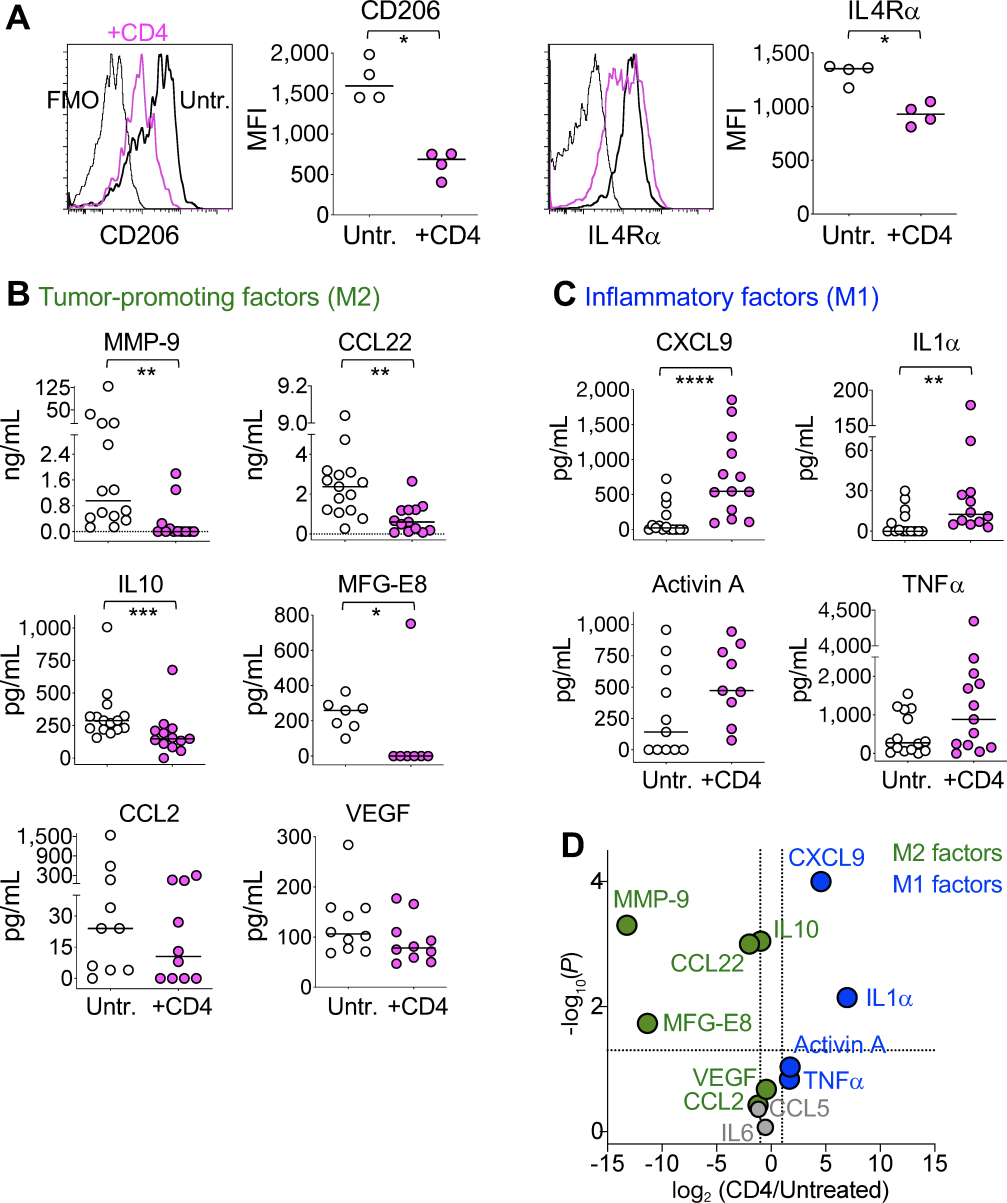
*In vivo* interactions of tumor-specific CD4 T cells cause a phenotypical and functional switch in the TAMs, from tumor-promoting M2 to inflammatory M1 macrophages. RAGKO mice were challenged with MB49 tumor. Five days later, half of the mice received anti-H-Y specific Marilyn CD4 T cells and 7 days later the TAMs (population I in Fig. 2B) from CD4 treated or untreated mice were compared. **A,** Representative histograms and mean fluorescent intensity (MFI) of CD206 (left) and IL4Rα (right) expression on TAMs coming from either untreated (white) or CD4-treated (pink) individual mice. Gray line in the histograms is unstained control. Data pooled from two independent experiments. **B–D,** Sorted TAMs coming from either untreated or CD4-treated mice (white vs. pink circles, respectively) were cultured overnight and tumor-promoting M2 factors (**B**) and inflammatory M1 factors (**C**) measured in the supernatants. **A–C**, Individual circles represent TAMs from individual mice. Horizontal lines are the medians in each experimental group. **D,** Volcano plot of combined data from **B**, **C**, and Supplementary Fig. S5 representing the ratio of the medians of each factor found in TAMS from CD4-treated versus untreated mice. Vertical discontinuous lines show 2-fold differences and horizontal discontinuous line shows *P* value of 0.05 by two-tailed Mann–Whitney test. Green and blue circles are M2 or M1 macrophage factors, respectively. Gray circles are factors not attributed to either group. **B–D**, Data compiled from three to nine independent experiments. **A–C**, *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 using two-tailed Mann–Whitney test.

### *In Vivo* CD4 Education of TAMs is Driven by an IFNγ Responsive Gene Signature

To investigate the mechanism by which the CD4 T cells induce the phenotypical and functional switch in the TAMs, we compared the molecular signature of sorted CD11b^+^/class II+ cells from untreated versus CD4-treated tumors as in Fig. 4 (and population I in Fig. 2B). 

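Macrophage and class II transcripts were detected in the sorted cells of both groups, while the transcript of CD11b, on which the cells were sorted, mostly was not. Adgre1, which encodes F4/80, had a log2 signal of 9.67 ± 0.19 (SD, n = 5) in untreated TAMs and 10.09 ± 0.77 (SD, n = 5) in CD4-treated TAMs, and was detected on every array. Cd74, the class II invariant chain, and H2-Ab1, a class II chain, were detected on every array as well, with 12.31 ± 0.15 (SD, n = 5) and 12.64 ± 0.11 (SD, n = 5) in untreated TAMs. Itgam, which encodes CD11b, was detected on 0 of 6 untreated and 1 of 6 CD4-treated arrays. The CD3 chains Cd3d and Cd3g were each detected on the same numbers of arrays, but the chain Cd3e on all 6 arrays of both groups, at 7.60 ± 0.26 (SD, n = 5) in untreated and 8.33 ± 0.79 (SD, n = 5) in CD4-treated TAMs. Among genes of the Y chromosome, which MB49 cells carry and the female hosts do not, Uty had a log2 fold change of -0.01 (standard error 0.07) and Eif2s3y of 0.13 (standard error 0.28) between the groups. RAGKO mice lack T and B cells of their own, and Marilyn CD4 T cells recognize the male antigen H-Y on MB49, a male bladder carcinoma line. The T cells were transferred 5 days after the tumor, and TAMs of both groups were sorted 12 days after the tumor, which is 7 days after the transfer and about 24 hours after the first T cells reach the tumor. RNA (50 ng per sample) was amplified and hybridized to Illumina mouse BeadChips that measure 45281 probes. There were 6 arrays per group, of which 2 in each group were technical repeats of 1 sample (CD4-treated arrays 1 and 3, untreated arrays 3 and 5). Each pair was averaged, which left 5 TAM samples per group. The paper gives these as 4 samples from individual mice and 1 from pooled mice, from 2 experiments. Which sample was the pool, and which experiment each came from, is not given in the sources used here. The authors deposited the average bead signal of each probe and its detection p-value, without background subtraction. Signals under 90 were set to 90, which touched 131 values, the 12 arrays were quantile normalized and log2 was taken, as in the paper's methods. From 34.1% to 41.6% of probes were detected on the untreated arrays and from 36.2% to 39.4% on the CD4-treated arrays. The number of arrays limits the precision. Technical repeats correlated at 0.79 (CD4-treated) and 0.776 (untreated) over gene-centered values, against a median of 0.192 (-0.34 to 0.462) for other pairs of arrays within a group. The tests covered the 17694 probes detected at p under 0.05 on at least 5 of the 12 arrays, and through 1 probe per gene 9549 named genes. The paper's text does not name the filter it used. The arrays lay on 2 BeadChips that each held both groups, with 2 CD4-treated and 3 untreated samples on the first and 3 and 3 on the second, the untreated technical pair being on both.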

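Mean levels of interferon-responsive genes did not overlap between CD4-treated and untreated TAM samples. The mean log2 signal of 11 Gbp genes, which encode IFN-inducible GTPases, lay between 8.51 and 9.33 in the 5 CD4-treated samples and between 7.39 and 7.71 in the 5 untreated samples. The 7 measured genes of the list of immunity-related GTPases, other IFN-inducible GTPases that include Gvin1, averaged 9.33 to 10.19 and 8.48 to 8.56. Antiviral interferon-stimulated genes averaged 9.09 to 9.57 and 8.51 to 8.75. Genes of MHC class II presentation overlapped, at 10.57 to 10.78 and 10.45 to 10.70. CD4-treated sample 5 had the lowest level of its group for the Gbp genes, the immunity-related GTPases, the antiviral genes and the MHC class I genes (9.88, against 10.07 to 10.30 in the others). Over all 17694 probes, average-linkage clustering on the centered correlation placed the 6 CD4-treated arrays on one branch and the 6 untreated arrays on the other. The branches joined at a correlation of -0.29. The untreated arrays were joined at 0.155 and the CD4-treated arrays only at -0.10, so that the latter varied more among themselves. The technical repeats shared a group, so they add no independent sample. Clustering has no p-value, and on the 613 probes that pass a variation filter CD4-treated array 5 moved to the untreated branch. With Spearman correlation CD4-treated arrays 2, 4 and 6 formed one branch, and the other 3 CD4-treated arrays lay with the untreated arrays. With Euclidean distance CD4-treated array 6 stood alone, and the other 5 lay with the untreated arrays.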

Unsupervised clustering analysis showed that 24 hours after *in vivo* interaction, the TAMs from CD4-treated mice were globally different to the TAMs from untreated mice as all the samples coming from CD4 treated mice clustered together and separated from the untreated mice samples (Fig. 5A). In addition, a supervised analysis using class comparison, unveiled 291 genes differentially expressed (*P* < 0.001) between CD4 treated and untreated TAMs (Fig. 5B). 

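More transcripts rose than fell in CD4-treated TAMs, and more of the rises exceeded 2-fold. At an adjusted p under 0.05 (limma, Benjamini-Hochberg), 334 probes for 204 named genes were higher and 195 probes for 105 named genes were lower. Of these, 105 probes rose and 9 fell by more than 2-fold. The largest rises after Cxcl9 and the Gbp genes included Calhm6, an IFN-inducible gene, at a log2 fold change of 2.46 (standard error 0.23, adjusted p = 0.000203), and Ly6f, of the Ly6 family of surface proteins, at 2.19 (standard error 0.45, adjusted p = 0.0236), while monocyte markers outside this family went both ways. Its relative Ly6i and the serine protease inhibitor Serpina3f were not detected on any untreated array, and were at least 4.14-fold and 3.20-fold higher in CD4-treated TAMs (adjusted p = 0.0221 and 0.000553). The largest fall was that of Ppbp, a platelet and myeloid chemokine, from 9.61 ± 0.41 (SD, n = 5) to 7.76 ± 0.62 (SD, n = 5), a log2 fold change of -1.85 (standard error 0.28, adjusted p = 0.00516). Klrd1, which encodes the NK receptor chain CD94, had -1.33 (standard error 0.21, adjusted p = 0.00678), while other NK markers went both ways, and Gria3, a glutamate receptor subunit, -1.21 (standard error 0.20, adjusted p = 0.00783). The glycosyltransferase Gcnt1 (-1.03), Ctnnd2 (-1.09, another probe -0.37), Gask1b (-0.89), Hivep2 (-0.81), the cytokinesis gene Cep55 (-0.85, another probe -0.19) and the cell-cycle kinase Vrk1 (-0.81, with 4 probes from -0.90 to -0.37) also fell, as did Epb41l3 (-1.08), whose other tested probe gave -0.04. The call of Cep55 (adjusted p = 0.0427 from limma) was lost in 11 of 27 alternative ways of processing. With the background correction of neqc several folds were larger, such as 3.74 for Ly6f, detected on 3 of 6 untreated arrays, 3.72 for Calhm6 and -2.37 for Gria3. At an unadjusted p under 0.001, 445 probes passed (297 higher and 148 lower, for 260 named genes), where chance alone would pass 17.7. Of all 17694 probes, 971 (5.49%) had no overlap between the samples of the groups, against 0.794% by chance. With the BeadChip in the model, 391 probes passed p under 0.001 and 435 the adjusted threshold, and on the first and the second BeadChip alone 234 and 107 passed p under 0.001. Median scaling in place of quantile normalization gave 204 probes at the adjusted threshold, 84.3% of them higher against 63.1% before, and leaving out 1 sample gave from 229 (without CD4-treated 4) to 993 (without CD4-treated 5).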

Of the 20 top genes whose expression changed the most significantly in presence of CD4 T cells, (*P* ≤ 2 × 10^−6^), 15 are known to be induced by IFNγ signaling (Fig. 5C, in bold). 

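All of the 20 genes with the smallest p rose in CD4-treated TAMs. They included Irf1, a transcription factor induced by IFNγ, with a log2 fold change of 1.96 (standard error 0.15, adjusted p = 7.96e-05 from limma; other probes from 0.99), and Nlrc5, the transactivator of MHC class I genes, with 1.07 (standard error 0.10, adjusted p = 0.000176). Tap1, which carries peptides to MHC class I, rose from 8.68 ± 0.23 (SD, n = 5) to 10.08 ± 0.08 (SD, n = 5). The immunity-related GTPases Iigp1 and Igtp rose by 2.39 and 1.57, although the 4 tested probes of Iigp1 ranged from 0.49 to 2.39, and Iigp1 was detected on 2 of 6 untreated arrays and had 4.09 with the background correction of neqc. Genes of antiviral defense were Parp14 (1.09, other probes from 0.31), Parp10 (0.99, other probes from 0.14) and Samhd1 (0.91, other probes up to 1.57), a nucleotide hydrolase. Batf2, an IFN-inducible transcription factor, rose by 1.87 (standard error 0.18, adjusted p = 0.000351), with 1 CD4-treated sample above the other 4 (3.22 with neqc). In all, 15 of the 20 were members of the 6 interferon lists (IFNγ response, Gbp family, immunity-related GTPases, MHC class I and class II presentation and antiviral genes), which hold 99 of the 9549 genes tested (two-sided Fisher exact test, p = 8.46e-27). Apart from Batf2, these are genes that the paper shows in Fig. 5, chosen on these samples, so the count is not independent evidence. The other 5 were the hexokinase Hk3 (1.66), the vomeronasal receptor Vmn1r65 (2.02), the transcribed pseudogene Gm18852 (1.30), the histone chaperone Daxx (1.09) and Serpina3f. The 20th gene had an unadjusted p of 9.38e-07, and 26 genes had one of at most 2e-06. Of the 20, 15 are also shown in Fig. 5C.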

Of note, out of these 20 top genes, *Cxcl-9* showed the biggest increase in expression in TAMs from CD4-treated mice, in agreement with our previous findings at the protein level (Fig. 4C and D). 

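Cxcl9, which encodes a chemokine that attracts activated T cells, had both the smallest p and the largest rise of all 9549 genes tested. Its log2 signal was 7.03 ± 0.15 (SD, n = 5) in untreated TAMs, where it was detected on 2 of 6 arrays, and 10.47 ± 0.28 (SD, n = 5) in CD4-treated TAMs, where it was detected on all 6. The log2 fold change was 3.45 (standard error 0.13, adjusted p = 2.03e-07 from limma), a 10.9-fold rise. Of the 20 chemokine genes tested from the list, which does not hold Ppbp, 3 rose and none fell. Besides Cxcl9 these were Cxcl10, a ligand of the same receptor, at 1.26 (standard error 0.24, adjusted p = 0.0193; 1 CD4-treated sample lay below the others), and Ccl8, a ligand for monocytes and T cells, at 1.51 (standard error 0.34, adjusted p = 0.0363; detected on 2 of 6 untreated arrays, and 2.83 with neqc). Other ways of processing ended the call of Ccl8 in 10 of 27 alternatives and that of Cxcl10 in 7 of 28. Adjusted over the list alone, 3 rose and 1 fell. Pf4, another platelet and myeloid chemokine, had -0.73 (adjusted p = 0.12), and Ccl2, Ccl3 and Ccl7 had -0.29, -0.16 and 0.15. As a set the chemokines did not pass camera's test against all other genes (median 0.04, adjusted p = 0.253). They passed with fry, which tests a list against no change (adjusted p = 0.0217). The log2 fold change of Cxcl9 was 3.68 on the first BeadChip and 3.29 on the second. Untreated signals lay near background, and with the background correction of neqc the log2 fold change was 5.28.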

Three of the 20 top genes belonged to the family of Guanylate-binding proteins (Gbp), a family of 11 genes that are important components of macrophage responses against bacterial and viral infections (30). Indeed, 10 of the 11 *Gbp* genes were upregulated in TAMs after *in vivo* interaction with the CD4 T cells (Fig. 5D). Thus, the *in vivo* CD4 T-cell education of TAMs seems to be characterized by a strong IFNγ gene signature, including a family of genes critical for antiviral and antibacterial responses.

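Here 4 members of the Gbp family, large GTPases that IFN induces against intracellular pathogens, were among the 20 genes with the smallest p. Gbp2 rose from 8.05 ± 0.29 (SD, n = 5) to 11.32 ± 0.19 (SD, n = 5), a log2 fold change of 3.27 (standard error 0.14, adjusted p = 4.59e-07 from limma). Its 3 tested probes all rose, by 1.08 to 3.27. Gbp5 had 2.04 (standard error 0.14, adjusted p = 2.25e-05), Gbp4 1.83 (standard error 0.17, adjusted p = 0.000301) and Gbp3 1.84 (standard error 0.19, adjusted p = 0.00051). Gbp4 was detected on 1 of 6 untreated arrays, so its fold is uncertain (3.46 on the log2 scale with the background correction of neqc), and on all 6 CD4-treated arrays. In each of these 4 genes every CD4-treated sample lay above every untreated sample.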

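All 11 Gbp genes measured were higher in CD4-treated TAMs, over all probes tested and also adjusted over the list alone. Gbp2b, the gene earlier named Gbp1, rose by 2.88 on the log2 scale (standard error 0.48, adjusted p = 0.00794 from limma), with a wide spread among the CD4-treated samples (9.88 ± 1.25, SD, n = 5), and its fold is uncertain, since it was detected on 1 of 6 untreated arrays (4.58 on the log2 scale with the background correction of neqc). Gbp7 rose by 1.22 (standard error 0.15, adjusted p = 0.00145), Gbp8 by 1.11 (2.08 with neqc) and Gbp9 by 0.80. Gbp11, annotated as a transcribed pseudogene, rose as well (adjusted p = 0.00234). Gbp6 and Gbp10 were not detected on any untreated array and on all 6 CD4-treated arrays, and were at least 1.34-fold and 1.55-fold higher (adjusted p = 0.000556 and 0.0132). The median log2 fold change of the family was 1.22, also with Gbp6 and Gbp10 at these bounds. Fig. 5D shows 10 of the 11 genes. The list holds the whole family, so its members were not picked by their values, but the figure had been seen when the family was chosen. On the second BeadChip alone 2 of the 11 passed the threshold, where only 14 probes passed in all. The family's median log2 fold change was 1.15 there and 1.33 on the first BeadChip. Among probes detected on all 12 arrays 6 Gbp genes could be tested, all of them higher.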

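Genes that respond to interferon rose together in CD4-treated TAMs, while those of MHC class II presentation did not. Of 23 IFNγ-response genes tested, 15 rose and none fell (20 and none adjusted over the list alone), with a median log2 fold change of 0.92. Examples are Acod1, which makes the antibacterial metabolite itaconate, at 1.68 (standard error 0.19, adjusted p = 0.000712 from limma), and Socs1, a feedback inhibitor of IFN signaling, at 1.01 (standard error 0.16, adjusted p = 0.00591). Of 28 antiviral interferon-stimulated genes, 19 rose and none fell (25 and none adjusted over the list alone), with a median of 0.79, among them Zbp1 (1.34, with 3 probes from 0.86 to 1.61), a sensor of viral nucleic acid, Isg15 (1.31), Ifit2 (1.34) and Irf7 (1.14). Of the 7 genes in the list of immunity-related GTPases, Gvin1 included, 6 rose, such as Irgm2 at 1.42. Adjusted over the list alone all 7 did. Of 19 genes of MHC class I presentation 8 rose and none fell (14 adjusted over the list alone), among them Tap2 (1.15) and H2-D1 (0.66). None of 12 genes of MHC class II presentation passed the test by limma, over all probes or adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05, with H2-Ab1 at 0.12 (other probes down to -0.05), Ciita, their transactivator, at 0.18 (another probe -0.11) and a median of 0.08. The cells had been sorted on surface class II. Of 16 antibacterial effectors, Gbp genes and immunity-related GTPases not counted, 6 rose and none fell (7 and 1 adjusted over the list alone). These 6 were Acod1, the inflammatory caspases Casp4 (1.09) and Casp1 (0.56), the pore-forming protein Gsdmd (0.47), the bacterial sensor Nod1 (0.48) and the nitric oxide synthase Nos2 (1.29, adjusted p = 0.0481, and 0.0697 with the BeadChip in the model; 2.37 with neqc). Acod1, Casp4, Casp1 and Nos2 are also members of the IFNγ-response list, so their rises are counted in both lists. The NADPH oxidase subunits Cybb and Ncf1 had -0.75 and 0.20, and the lysozyme Lyz2 -0.19, with other probes of Cybb and Lyz2 at up to 0.05 and 0.22. The IFNγ gene itself was detected on 0 of 6 untreated and 4 of 6 CD4-treated arrays, too few arrays to be tested. No bound on its fold is given, since CD4-treated samples 2 and 6 lay within the untreated range. It was 10.23 and 10.32 in CD4-treated samples 4 and 5 and 7.17, 6.79 and 6.79 in samples 1+3, 2 and 6, against 6.77 to 6.90 in untreated samples. Samples 4 and 5 also had the highest levels of Cd3e (8.76 and 9.39, at most 8.36 in the others), Thy1 (8.06 and 7.54, at most 7.37) and the T-cell and NK gene Nkg7 (8.49 and 8.04, at most 7.54), and of Cd3d (7.27 and 7.03, at most 6.92, near background). Of the other T-cell markers tested, Ctla4 had 9.55 and 9.785 in these samples (7.63 to 9.805 in the others) and Cd2 7.63 and 7.725, above the other CD4-treated samples (6.92 to 7.45) but not all untreated ones (7.00 to 7.89), while Lat (7.23 and 7.25, 7.19 to 7.77 in the others) and Cd4 (7.12 and 7.04, 6.95 to 7.13) did not follow them. Among markers near background and not tested, Icos was highest in samples 4 and 5 as well (7.18 and 7.16, at most 7.13). Cd3g (7.05 and 6.67), Cd247 (6.92 and 6.76), Cd28, Zap70, Cd5, Cd6 and Bcl11b were not highest in both. The IFNγ gene did not follow the mean of the Gbp genes, which was 9.33 and 8.51 in samples 4 and 5. That mean was 8.94, 9.32 and 9.31 in samples 1+3, 2 and 6. None of the 5 T-cell markers tested passed (1 higher and 1 lower at an unadjusted p under 0.05), with Cd3e at 0.73 (standard error 0.31, adjusted p = 0.262) and Cd4 at -0.03. Set against all other genes by camera, the lists shifted up at an adjusted p of 2.88e-28 (IFNγ response), 4.07e-29 (antiviral), 9.99e-24 (Gbp), 1.01e-14 (immunity-related GTPases), 1.92e-13 (MHC class I) and 7.65e-06 (antibacterial), and 0.229 for MHC class II. With an estimated correlation the adjusted p was 0.0189, 0.0421, 0.0421, 0.0421, 0.0458, 0.0553 and 0.593 in that order, which ends the call for the antibacterial list. The paper had picked some members on these samples, and without the genes of Fig. 5 the IFNγ-response list kept 11 of 19 higher, the antiviral list 15 of 24, the MHC class I list 6 of 17 and the immunity-related GTPases 3 of 4, at an adjusted p with an estimated correlation of 0.023 for the first and 0.0756 for each of the others. From the genes of Fig. 5C known to lie downstream of IFNγ and the rise of the Gbp family in Fig. 5D, the paper proposes that the education of TAMs by CD4 T cells is characterized by an IFNγ gene signature.

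**Figure D1:**
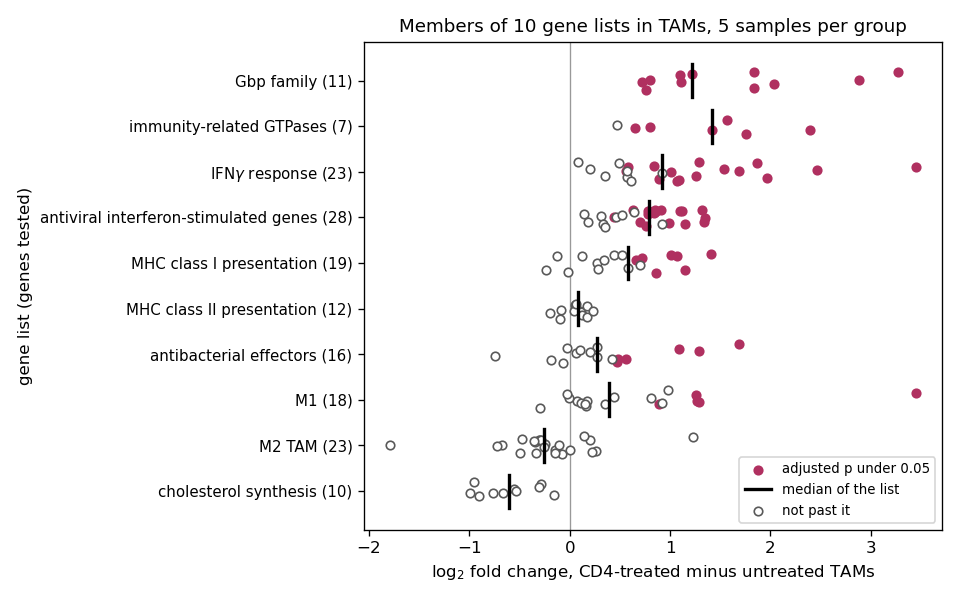
Log2 fold change (CD4-treated minus untreated TAMs, x axis) of the members of 10 gene lists (y axis, with the number of genes tested). Each point is a gene, filled where its adjusted p is under 0.05, and bars are list medians. All 11 Gbp points lie above 0, and the class II points between -0.19 and 0.23. Gbp6 and Gbp10 are drawn at their measured difference, for which only a bound holds.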

**FIGURE 5:**
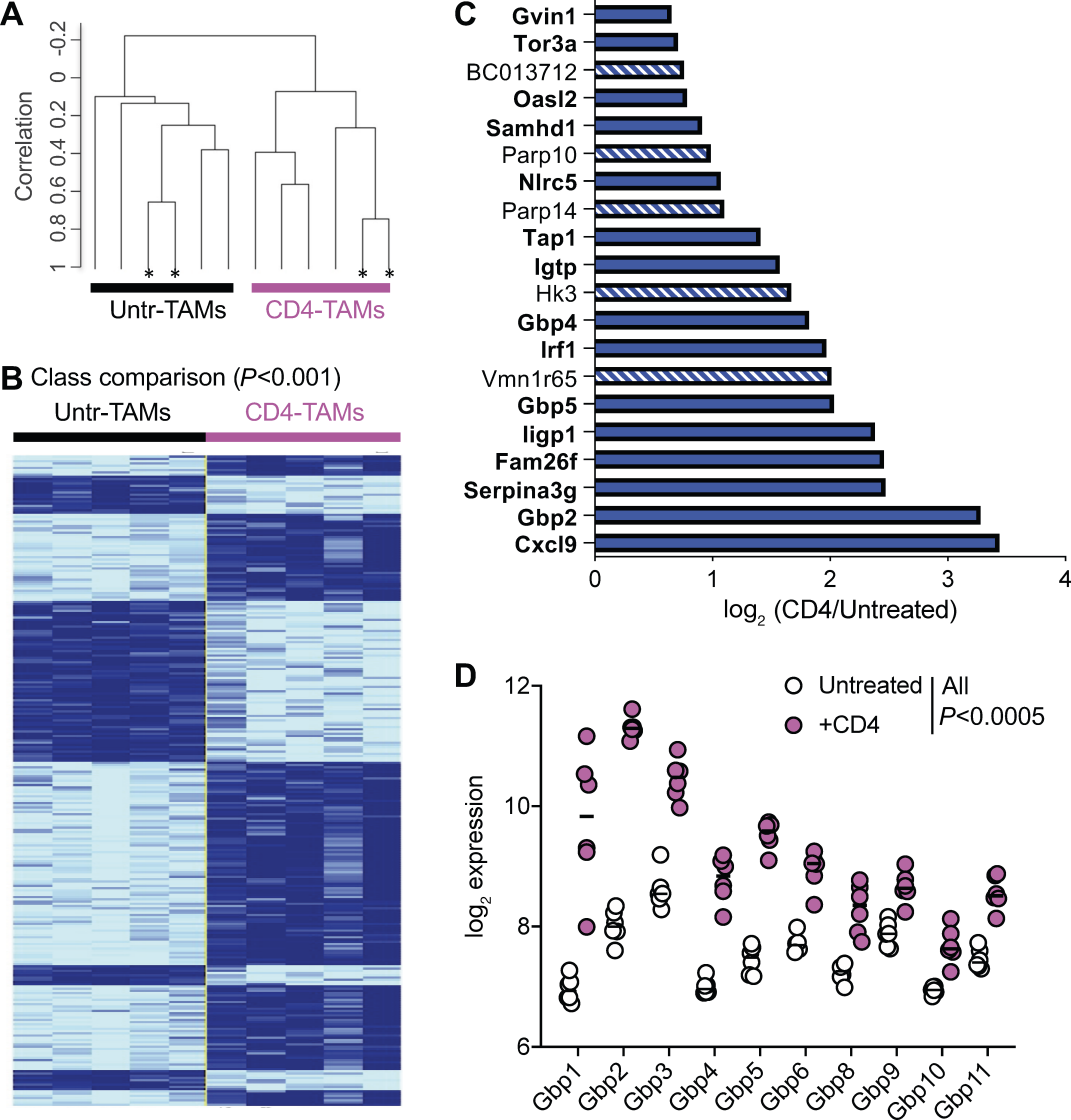
*In vivo* CD4 education of TAMs is driven by an IFNγ responsive gene signature. Sorted TAMs (population I in Fig. 2B) from either untreated (black) or CD4-treated (pink) mice were compared at the transcriptional level. Each group of TAMs consisted of five samples (four from individual mice and one from pooled mice), obtained in two individual experiments. **A,** Hierarchical clustering based on 18,893 genes that passed the filtering criteria. *, Technical replicates. **B,** Class comparison identifying 291 differentially expressed genes between the two groups of TAMs at *P* < 0.001. Technical duplicates were averaged into one sample. **C,** log_2_ of the expression ratio of the 20 genes most significantly differentially expressed (*P* < 2 × 10^−6^) between TAMs coming from CD4-treated versus untreated mice. Genes in bold and solid bars have been described to be downstream of IFNγ signaling. **D,** log_2_ expression of the *Gbp* family of genes in TAMs from CD4-treated or untreated mice, in pink circles and white circles, respectively. All *Gbp* with *P* < 0.0005 after Benjamini, Krieger, and Yekutieli correction for multiple comparisons.

### IFNγ Production by CD4 T Cells is Necessary for their Antitumor Effect

To identify the cytokine profile that effector Marilyn CD4 T cells produced after encountering the tumor antigen-presenting TAMs, we sorted effector Marilyn CD4 T cells from MB49 tumors (CD4 TILs) and stimulated them overnight with TAMs sorted from untreated MB49 tumors without external addition of antigen. The Marilyn CD4 T cells mostly produced IFNγ, GMCSF, and IL2 (Fig. 6A), which is very similar cytokine secretion profile to the one observed after the same sorted TILs were stimulated with αCD3 plus αCD28 antibodies (Supplementary Fig. S5). Thus, MB49 TAMs can present tumor antigens *in situ* to effector CD4 TILs, triggering mainly an IFNγ response.

**FIGURE 6:**
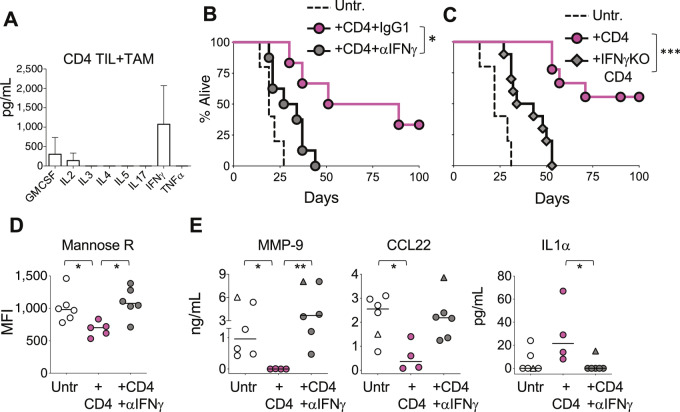
IFNγ production by CD4 T cells is necessary for their antitumor effect. **A,** Sorted anti-H-Y CD4 T Marilyn cells infiltrating the H-Y–expressing tumor MB49 were stimulated *in vitro* with TAMs sorted from untreated mice and cytokines were measured in the supernatants 24 hours later. Data show one of two experiments done. **B,** Survival of tumor-bearing mice was followed in three groups of mice; untreated (dashed line) and treated with Marilyn CD4 T cells in the presence of either anti-IFNγ blocking antibody (gray circles), or control rat IgG1 antibody (pink circles). Representative experiment from two done. **C,** As in **B**, this time comparing untreated mice (discontinuous line) with mice treated with either wild-type (pink circles) or IFNγ KO (gray diamonds) Marilyn CD4 T cells. **D–E,** TAMs from untreated (open circles), or CD4-treated mice receiving either control IgG1 antibody (pink circles) or anti-IFNγ blocking antibody (gray circles) were purified and their phenotype and function measured as in Fig. 4. **D,** Mean fluorescent intensity of CD206 on TAMs measured by flow. Data pooled from two independent experiments. **E,** Sorted TAMs were cultured overnight and proteins measured in the supernatants. Included are TAMs from untreated or CD4-treated RAG/IFNγRdKO mice (triangles). Data pooled from three independent experiments. **D–E**, Individual circles represent TAMs from individual mice. Horizontal lines are the medians in each experimental group. **B–C**, *, *P* < 0.05; ***, *P* < 0.001, using log-rank test. **D–E**, *, *P* < 0.05; **, *P* < 0.01, using Kruskal–Wallis with Dunn as post-test.

To determine whether IFNγ plays a role in the CD4 T cell–mediated antitumor effect, we treated tumor-bearing mice with Marilyn CD4 T cells in the presence of either αIFNγ or control IgG1 antibodies. As seen in other models (31, 32), blocking IFNγ abrogated the CD4-mediated long-term antitumor effect (Fig. 6B). To test whether the tumor-specific CD4 T cells were the source of the crucial IFNγ, we treated tumor-bearing mice with IFNγ deficient Marilyn CD4 T cells and found that, similarly to the IFNγ blocking experiment, most of the antitumor effect was lost (Fig. 6C). In contrast, blocking TNFα which, together with IFNγ, have been shown necessary to reject mouse stablished tumors (32), had no effect (Supplementary Fig. S6). This is perhaps not surprising, because TAM stimulation did not induce TNFα production on Marilyn CD4 T cells (Fig. 6A). These data suggest that tumor antigen presentation by TAMs stimulate IFNγ production by CD4 T cells, which is necessary for the CD4-mediated antitumor effect.

Furthermore, and in agreement with the transcriptomic data shown in Fig. 5, IFNγ was responsible for most of the TAMs functional and phenotypical transformation observed in presence of CD4 T cells, as blocking this cytokine abrogated some of the changes shown in Fig. 4 (Fig. 6D and E). Specifically, the downregulation of Mannose receptor on TAMs was dependent on IFNγ (Fig. 6D), as well as the drop of the M2 factors MMP-9 and CCL22, and the increase of the M1 factor IL1α (Fig. 6E). Similar results were obtained by analyzing TAMs from IFNγRKO mice (Fig. 6E, triangles) where the TAMs cannot be directly stimulated by INFγ. Other CD4-mediated changes in TAMs, like IL4Rα, MFG-E8, IL10, and CXCL9, were not affected by IFNγ blockade (Supplementary Fig. S7).

CD40–CD40L interactions are important for CD4-mediated education process of other immune cells (19, 33). In addition, previous work has shown CD40 signaling to trigger an M1-like phenotype on macrophages in a model of chemically induced sarcomas (34). We consequently tested the possible role that CD40–CD40L interaction might have in our *in vivo* model of CD4-mediated TAMs education, by giving αCD40L blocking antibody to CD4-treated tumor-bearing mice. For our surprise, we found that in presence of αCD40L antibody, the CD4-mediated TAM functional switch was mostly unaffected (Supplementary Fig. S8), with only CCL22 reverting to levels found in TAMs from untreated mice. Altogether, these data show that IFNγ production by CD4 T cells upon antigen encounter on TAM in the tumor microenvironment is responsible for both the TAMs functional switch and the antitumor effect.

### Both IFNγ Signaling and Cognate Antigen Interaction on the Same TAM are Necessary for CD4-Mediated Antitumor Effect

Data showed so far that for CD4-mediated tumor rejection is necessary antigen presentation by the TAMs and IFNγ signaling. We do not know, however, whether the TAMs need to directly receive the IFNγ signal and, if this were the case, whether both events need to occur on the same TAM or, on the contrary, they could happen on different TAMs of the tumor microenvironment. Both situations are possible as it has been shown that even though IFNγ is mostly secreted into the immunologic synapse, its effects are not completely restricted to the APC, but it can also affect non–antigen-presenting bystander cells (35). To answer these questions, and further investigate the mechanism of CD4-mediated tumor rejection, we used different bone marrow donor mice to obtain sets of chimera mice that allowed us to separate, at the cellular level, antigen presentation from IFNγ signaling occurrences. In the first set of chimeras, used as controls, antigen-presenting TAMs were able to receive IFNγ signal (Fig. 7A, blue symbols). The second set of chimeras was generated with either classII-Ab-γRKO (AbγRKO) bone marrow alone, or in combination with bone marrow from classII-Ak (Ak) mice. In AbγRKO chimera mice none of the TAMs could receive IFNγ signal (Fig. 7, red circles). In AbγRKO+Ak chimera mice, antigen presentation and IFNγ signaling were detached and only allowed to happen on different TAMs (Fig. 7, red square).

**FIGURE 7:**
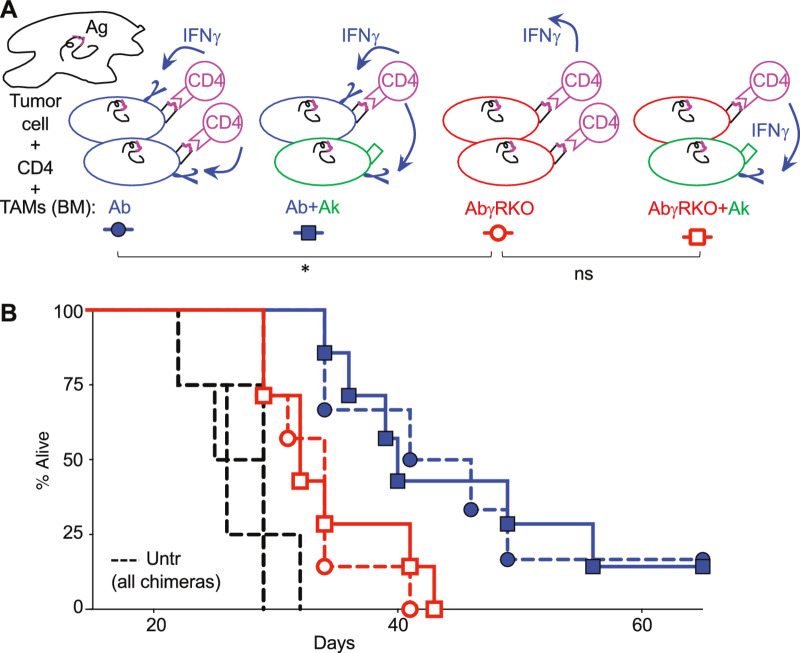
Both cognate interaction and IFNγ signaling on the same TAM are necessary for CD4-mediated antitumor effect. **A,** Representation of the tumor microenvironment conditions regarding antigen presentation and IFNγ signaling achieved by the four types of bone marrow chimera mice generated and whose results are shown in **B**. Irradiated B10.RAGKO mice were hosts of bone marrow (BM) cells from three different strains of mice (in blue, green, and red) or mixtures of them. **B,** Four groups of bone marrow chimeras were generated and can be divided in two subgroups; in the first subgroup (red symbols) the TAMs capable of presenting the H-Y antigen to Marilyn CD4 T cells (A^b^) are unable to receive IFNγ signals (γRKO; red cells in **A**) and are either alone (A^b^γRKO, red circles) or mixed with A^k^ TAMs (red squares). A^k^ TAMs cannot present H-Y antigen to the CD4 T cells but can receive IFNγ signals (green cells in **A**). In the second subgroup of chimeras (blue symbols), the TAMs capable of presenting the antigen can receive IFNγ signals (A^b^; blue cells in **A**) and are either alone (blue circles) or mixed with A^k^ TAMs (blue squares). Discontinuous lines represent untreated chimera mice. *, *P* < 0.05; ns, no significant, using log-rank test.

This experiment showed us three findings; first, simple bone marrow chimera mice, receiving bone marrow from either Ab or AbγRKO mice (Fig. 7, circles), showed that mice whose TAMs could not receive IFNγ signaling (AbγRKO, red circles) significantly lost the CD4 therapeutic effect seen in mice whose TAMs could receive IFNγ signal (Ab, blue circles). Second, mixed bone marrow chimera mice (Fig. 7, squares) showed that when antigen presentation was disassociated from IFNγ signaling, the CD4 therapeutic effect was lost (Fig. 7, compare red with blue squares). Third, the hindered antitumor effect observed when none of the TAMs could receive IFNγ signal (AbγRKO, red circle) is similar to the minimal effect observed when only the TAMs lacking CD4 cognate interaction could receive IFNγ signal (AbγRKO+Ak, red squares; Fig. 7B), suggesting that just IFNγ signaling on TAMs is not sufficient to induce tumor rejection. These data show that both cognate interaction and IFNγ signal on the same TAM are necessary for CD4-mediated antitumor effect.

## Discussion

We found that the interaction of effector CD4 T cells with TAM, a cell type previously extensively studied because of its role in promoting angiogenesis, metastasis, and tumor stem cell survival, can result on tumor rejection. We have identified the different steps necessary for this outcome to occur; TAMs need to be able to constitutively capture tumor antigens and present them to effector CD4 T cells at the tumor site. As a result of this stimulation, antigen-specific CD4 T cells produce IFNγ causing a phenotypical and functional switch in the TAMs, from tumor nurturing to an inflammatory M1-like phenotype. At the cellular level, we further discovered that the same TAM needs to receive both IFNγ signaling and cognate interaction with the CD4 T cells to obtain maximal antitumor response.

In contrast to a recent study where CD4 T cells with cytotoxic activity were found infiltrating human bladder cancers (36), we have previously shown that Marilyn CD4 T cells lack cytotoxic activity and that their antitumor effect does not rely on direct antigen recognition on tumor cells (1). Instead, CD4 T cells rely on direct cognate interaction on the same TAM that receives the IFNγ signal. Our study supports previous, and arguably understated, findings showing the crucial roles played by both IFNγ signaling on host cells (37) and antigen presentation by TAMs (38) for CD4-mediated tumor rejection. We also go further and clearly show that both stimuli (cognate antigen interaction and IFNγ signaling) need to be integrated on the same TAM for maximum antitumor effect. Consequently, these data suggest that IFNγ delivery at the tumor microenvironment alone, or in absence of CD4-TAM direct interaction, would not suffice for TAM reeducation and, most importantly, tumor clearance.

Although we initially showed the importance of CD4 T cells in tumor rejection in immunocompetent wild-type mice, we next moved to “immunocompromised” RAGKO mice as tumor bearing hosts to allow us to definitively demonstrate the significance of TAM and CD4s interactions without the distractions afforded by helped CD8 T cells, natural killer T cells or regulatory T cells (Treg). In addition, similar lymphopenic state has been shown to be necessary to increase the antitumor response success rate in patients with cancer before the adoptive transfer of tumor specific T cells (39). Furthermore, the use of MB49 tumor, spontaneously expressing H-Y as a neoantigen, allowed us to further elucidate the mechanisms of previously described clinical antitumor responses mediated by CD4 T cells specific to cancer neoantigens (2–4). The relevance of tumor MHC class II–restricted epitopes and their indirect presentation by DC and TAMs to trigger an antitumoral CD4 response, is additionally supported by previous findings describing the evolutionary pressure against MHC class II binding cancer mutations found in both mouse models (38), as well as in patients with cancer (40).

Molecularly, our data suggest that cognate interaction with IFNγ-producing CD4 T cells can disengage the TAMs from their tumor-associated genetic programs and divert them instead to a tumor-rejecting program. 

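In the TAMs sorted about 24 hours after the first T cells reach the tumor, 5 of 18 genes of the M1 program rose and none of 23 genes of the M2 program passed the test by limma (1 higher and 3 lower at an unadjusted p under 0.05). The M1 genes that rose were Cxcl9, Cxcl10, Nos2, the costimulatory receptor Cd40, at 0.89 (standard error 0.13, adjusted p = 0.00372 from limma; 4 probes from 0.71 to 1.27), and Inhba, which encodes the activin A chain, at 1.27 (standard error 0.29, adjusted p = 0.0385; 2.15 with neqc). Apart from Inhba, these are also members of the IFNγ-response list, so the M1 rises mostly repeat that list. Of the 18 M1 genes, 13 are in other lists. The inflammatory cytokines Tnf, Il1b and Il6 had 0.07, 0.175 and 0.81 (adjusted p = 0.93, 0.659 and 0.295). Among M2 genes, Mmp9, a matrix-degrading protease, had -1.79 (standard error 0.53, adjusted p = 0.103), Mgl2 -0.49 (adjusted p = 0.103) and the scavenger receptor Cd163 -0.67 (adjusted p = 0.225). Chil3, also an M2 gene, had 1.23 (adjusted p = 0.107). Adjusted over the list alone, 6 M1 genes were higher and none lower, and 1 M2 gene was higher and 2 were lower. By camera the M1 list shifted up (median 0.39, adjusted p = 2.52e-06), though not past the threshold with an estimated correlation (adjusted p = 0.066), and the M2 list did not pass (median -0.25, adjusted p = 0.139, with 18 of 23 genes lower in mean). The M2 list was lower with median scaling (adjusted p = 0.0106), without a filter (0.0412) and on the first BeadChip alone (0.0123), and not with an estimated correlation (0.462). Cxcl9 is in Fig. 5C. Cd40 and Inhba had higher means on each BeadChip, and Nos2 was not past the threshold with the BeadChip in the model. Other ways of processing ended the call of Inhba in 13 of 28 alternatives and that of Nos2 in 15 of 27. They ended that of Cxcl10 in 7 of 28 and that of Cd40 in 2 of 28.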

Notably in our model, the factor that CD4 T cells induced the highest increase of production by TAMs, both at the transcriptional and protein level, was CXCL9 which has been found to be a good predictor of the antitumor response obtained by checkpoint inhibitors (41, 42), suggesting that this therapeutic modality might be using similar mechanism of TAM education, by inhibiting negative signals given by antigen-presenting TAMs to CD4 T cells at the tumor site and increasing IFNγ production. Even though CXCL9 production is known to be dependent of IFNγ, we found that TAMs produced CXCL9 after *in vivo* IFNγ blockade (Supplementary Fig S7). It is possible that CXCL9 production by macrophages is particularly sensitive to small traces of IFNγ still present after anti-IFNγ blockade, because TAMs from CD4-treated IFNγRKO mice lacked CXCL9 production in the same type of experiment. We suggest that similar mechanism could explain how CD4 T cells caused the tumor microenvironment of a lymphoblastic lymphoma to remodel when the tumor oncogene was inactivated, inducing tumor regression (43).

Tumor rejection, however, is not the universal outcome of CD4/TAM interactions. For example, CD4 T cells of the “Th 2” type have been shown to enhance the frequency of lung metastases of mammary tumors through their interactions with TAMs (44), and, in a clinical setting, it has been found that the ratio of Th2 over Th1 cells infiltrating a tumor correlates with poor prognosis of patients with pancreatic cancer (45). Likewise, CD4 Tregs present at the tumor site could inhibit the antitumor effect of both CD4 and CD8 effector cells through interaction with antigen-presenting TAMs. Therefore, to achieve tumor clearance is imperative the presence of tumor specific CD4 T cells with Th1 effector function that can quantitatively and functionally overpower other potential CD4 T cells with detrimental functions such as Th2 and Tregs.

These combined data suggest two major corollaries. First, CD4 education of TAMs can occur in tumors originating in different tissues, and in both spontaneous and transplantable tumor models, suggesting that it is a widespread phenomenon. Second, the predominant effector type of CD4 T cells at the tumor site is relevant for cancer patient survival. Therefore, to use CD4 T cells as antitumor treatment it would be necessary to ensure that the right effector type of CD4 T cell reaches the tumor site. Thus, appropriately primed CD4 T cells may be useful for both stand-alone therapies as shown in a melanoma clinical trial (46) and as multi-faceted tumor immunotherapy. For example, because the tumor stroma can induce the tolerization of tumor specific CD8 T cells when these cells are given as a standing alone therapy, the addition of CD4 T cells has been shown to alter the immunosuppressive tumor microenvironment, preventing the CD8 T cells tolerization and enhancing their antitumor effects (47). In addition, because the tumor stroma supports cancer cell drug resistance (7, 48), our data suggest that CD4-based immunotherapy could act synergistically with chemoradiotherapy and radiotherapy by weakening the supporting role of TAMs and thus making the cancer cells more susceptible to the therapeutic agents. Furthermore, once the molecular mechanism of TAM phenotype switching is known, it may be possible to use small molecules and/or antibodies to manipulate the switch.

The initially surprising phenotype of the TAMs found in our model, with the combined expression of the macrophage and DC markers, F4/80 and CD11c, has previously been found in tumor-infiltrating myeloid cells (25), and also under inflammatory conditions in many peripheral tissues. For example, in the lung after intratracheal fungal infection (26), in the central nervous system during the onset of experimental autoimmune encephalomyelitis (29), and in the dermis after Leishmania major infection of the footpad (27). Such TAM-like cells have also been described under steady-state conditions surrounding the pancreatic islets and presenting pancreatic antigen to CD4 T cells (28). Depending on the study, these F4/80^+^/CD11c^+^ cells have been called either monocyte-derived DC (moDC; ref. 49), or tissue-resident macrophages (50), but the consensus supported, among other things, by their expression of CD64 (51), seems to be that they derive from blood monocytes, which are recruited to the tissues in a CCR2-dependent manner, where they differentiate into tissue APCs (51). These studies suggest that tissue macrophages, expressing CD11c and other costimulatory molecules, might play an important role not only in cancer, but also during immune responses in different tissues.

Therefore, we suggest that understanding the education of tissue resident macrophages/DC by effector CD4 T cells is not only relevant for tumor immunotherapy but also for other tissues undergoing immune responses, and, perhaps, for tissue homeostasis. For instance, in obesity and type 2 diabetes, M2-like macrophages keep the adipocytes responding to insulin (52), and Th2 CD4 cells seem to protect from insulin resistance in obesity models, whereas Th1 CD4 cells drive diabetes (53). In addition, in mouse models of atherosclerosis, the disease seems to be driven by IFNγ-producing CD4 T cells upon antigen recognition on DC/macrophages localized in the arterial wall (54). Likewise, in experimental autoimmune encephalomyelitis the pathogenic inflammation seems to be caused by GM-CSF producing CD4 T cells upon neuroantigen recognition on moDC/macrophages associated with vessels of the central nervous system (55).

Together with our data, these studies suggest that CD4 T cells recognizing antigens on tissue-resident APCs can be important modifiers of the inflammatory processes that can drive (or protect from) not only cancer but also other types of diseases, accentuating the importance of studying CD4 T cell–TAM interactions to harness them for future clinical treatments.

## Supplementary Material

Supplementary Figures S1-S7 Fig S1 shows that sorted CD4 T cells used in Figure 2 lack APC
Fig S2 shows that CD4 T cells in all chimeric mice shown in Figure 3 were primed by the immunizations
Fig S3 shows that CD4 T cells first arrive at the tumor site around day 6
Fig S4 shows the proteins secreted by TAMs that are not changed by in vivo interaction with tumor specific CD4 T cells
Fig S5 shows the cytokines produced by sorted CD4 TILs after anti-CD3 and anti-CD28 in vitro stimulation
Fig S6 shows that in vivo blockade of TNF-alpha does not inhibit the CD4 mediated anti-tumor effect
Fig S7 shows the factors characteristic of the TAMs re-education by CD4 T cells that are independent of IFN-gamma
Fig S8 shows that the CD4 mediated in vivo phenotypic switch of TAMs is not dependent on CD40L Click here for additional data file.

Supplementary Experimental Procedures Supplementary Materials and Methods Click here for additional data file.

# Supplementary material for: Neoantigen Presentation and IFNγ Signaling on the Same Tumor-associated Macrophage are Necessary for CD4 T Cell–mediated Antitumor Activity in Mice
**Source:** Cancer Res Commun. 2022 May 9;2(5):316–29. doi: 10.1158/2767-9764.CRC-22-0052
**Supplement:** Supplementary Experimental Procedures — Supplementary Materials and Methods

**Supplemental Experimental Procedures**

**Antibodies used for flow cytometry**

From BD Pharmingen, CD11b (M1/70), CD62L (MEL-14), CD4 (RM4-5), Gr-1 (RB6-8C5), CD8α (53-6.7), CD40 (HM40-3), CD45.2 (104), MHC Class II A^b^ (7-16.17 and AF6-120.1), TCR Vβ6 (RR4-7), MHC Class II A^k^ (10-3.6), CD124 (mIL4R-M1), CD11c (HL3), TCRαβ (H57-597), CD80 (16-10A1), and CD86 (GL-1). From eBioscience, CD44 (IM7), CD69 (H1.2F3), and CD103 (2E7). From Biolegend, CD206 (MR5D3), and PD-L1 (10F.9G2). From Caltag, F4/80 (BM8). From R&D Systems, CCR2 (475301).

How the deposited data were processed for this re-analysis (not part of the article)

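Gene expression was measured in sorted TAMs of untreated and CD4-treated MB49-bearing RAGKO mice on 12 Illumina mouse WG-6 BeadChip arrays, 6 per group. The authors deposited for each array the intensity of each probe, as the average bead signal from Genome Studio with no background subtraction and no normalization between arrays, together with a detection p-value. The authors also deposited a table of log2 values. Quantile normalization of log2 signals without a floor gave the values of this table to within 0.00088, so its scale is log2, its genes are not centered, its direction is that of the signal, and every column has a median of 6.927. The genome build and annotation behind the arrays' design are not given in the sources used here. Probes were named through a table of the platform's annotation. Of 45281 probes, 34885 had 1 gene, 18 had several and were left unnamed, and 10378 had none. Of 443 entries in the gene lists, 414 had a named probe. Among those without one were Serpina3g, Ly6a and Ddx3y. Some single genes are not reported here.

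From the signals, values under 90 were set to 90, the 12 arrays were quantile normalized and log2 was taken, after the paper's methods. The 2 arrays labelled as technical repeats in each group were averaged, which gave 5 TAM samples per group. Probes with a detection p under 0.05 on at least 5 of 12 arrays were tested. Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, whose variance model is close to that of the random variance test of the paper's class comparison), with Benjamini-Hochberg adjustment over all 17694 probes. All p-values from limma are two-sided, and adjusted unless called unadjusted. The paper does not say which samples came from single mice, so the p-values measure only the spread between these samples, which may be partly technical. A gene is given by its probe with the highest mean over the 12 arrays, chosen without regard to group, and other probes are mentioned beside a log2 fold change where they differ from it in sign or by over 0.5, or spread over more than that. Values are means of log2 signals ± SD over 5 samples, and a log2 fold change is CD4-treated minus untreated. A probe not detected on any array of a group has only a bound there. Its fold is then given as at least the mean of the bright group over the mean, per array, of the higher of the lowest detected signal and the probe's own signal.

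Before the data were examined, 28 gene lists were fixed, but the genes shown in Fig. 5 had been seen by then. The lists were tested with camera, which sets a list against all other genes, at a preset correlation of 0.01 and at an estimated one. They were also tested with fry, which sets a list against no change, so its calls answer another question. Each test was adjusted over the lists. The genes named are the 20 with the smallest p, the 10 largest rises and the 10 largest falls among probes past the adjusted threshold whose groups did not overlap, those the paper names or shows in Fig. 5C and 5D, the transcripts of the proteins and surface markers of Figs. 2B and 4, and from each list up to 4 members with the smallest p. All members of the T-cell, NK, monocyte and dendritic cell lists were added to these later. Further names, chosen after their values were seen, are Insl6, Prm1, Socs1, Jak2, Upp1, Bcl11a, Mef2c, Irf8, Nos2, Gsdmd, Zbp1, Isg15, Ifit2, Irf7, Gbp7, Ccl3, Ccl7, Il1b, Cybb, Ncf1, Lyz2, Idi1 and C1qa, and the neighbors of Prm1, Insl6 and Vmn1r65.

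The probe test was tested on simulated data with 200 changed probes among 17694. Of 50 probes changed by 0.5 on the log2 scale 24 were recovered at an adjusted p under 0.05, of 50 changed by 1 there were 39, and all 50 were recovered at 2 and at 3, with 5 unchanged probes called. The alternatives were neqc, no floor, median scaling, the authors' log2 table, other filters, other treatments of the technical pairs, a plain pooled-variance test, an intensity trend, array weights, the mean of a gene's probes, blocks for the repeat number and the BeadChip, and leaving out each sample. Each BeadChip alone was added after seeing the data. A value that was not called and changed sign was counted as moved only where it moved by more than its standard error (genes) or the spread of the members (lists). No sample was left out.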

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

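The tests of neighboring genes and of other groupings of the samples were set before their results were seen, and the tests of background, of the genes next but one, of cell types and of the BeadChips and the list levels per sample only after, and the limits in the tests of background and of the BeadChips were replaced once more with the values known.

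Within the groups of 5 TAM samples, 19 of 356 groups of values held a sample far from the others, where chance gives about 1 in 20, or 17.8. In CD4-treated TAMs, Batf2 was 9.83 in sample 6 (8.69 to 8.94 in the others), Hivep2 8.26 in sample 1+3 (7.73 to 7.83), Cxcl10 10.04 in sample 6 (10.78 to 11.05), Il6 9.42 in sample 5 (10.52 to 10.79), Bnip3 7.89 in sample 1+3 (7.64 to 7.70) and Ctsk 8.49 in sample 4 (7.45 to 7.69). In untreated TAMs, Gvin1 was 10.17 in sample 6 (10.34 to 10.40), Cd74 12.04 in sample 6 (12.32 to 12.42), Fcgr1 8.20 in sample 3+5 (7.92 to 7.99), Itgae 8.81 in sample 4 (7.35 to 7.68), Casp1 10.06 in sample 1 (10.29 to 10.31), Cfp 11.08 in sample 1 (11.33 to 11.43) and Plac8 9.46 in sample 2 (10.13 to 10.37). Of the genes named after their values were seen, Ncf1 was 9.10 in sample 6 (8.13 to 8.39) and Lyz2 10.78 in sample 6 (11.94 to 12.10) in CD4-treated TAMs, and Gbp7 8.00 in sample 4 (7.64 to 7.73), Ccl7 8.03 in sample 2 (9.42 to 9.82) and Ncf1 7.81 in sample 4 (8.24 to 8.35) in untreated TAMs. The mean of the Gbp genes was 7.71 in untreated sample 4 (7.39 to 7.46).

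Among gene groups outside those the paper discusses, a choice of groups made after the list results were seen, 3 shifted down by camera. These were cholesterol synthesis (median log2 fold change -0.61, adjusted p = 1.13e-05), proliferation (median -0.22, adjusted p = 0.0137) and the immediate early and heat shock genes that tissue dissociation induces (median -0.22, adjusted p = 0.0143). With an estimated correlation none of these passed (adjusted p = 0.349, 0.462 and 0.339). The first 2 falls lay mostly in CD4-treated samples 4 and 6, with mean levels of cholesterol synthesis at 8.12 and 8.13 (8.58 in sample 2, 9.09 in 1+3 and 9.25 in 5, against 9.18 to 9.32 in untreated samples) and of proliferation at 7.80 and 7.45 (7.99, 8.21 and 8.36, against 8.12 to 8.42). The same 2 samples were the lowest of all in MB49 and epithelial markers (7.89 and 7.44, against 8.31 to 9.15 in the others) and the lowest CD4-treated samples in Y-chromosome genes and fibroblast markers, so a share of other cells that differs between the samples was not told apart from a change within TAMs.

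Prm1, Insl6 and Vmn1r65, known from male germ cells or vomeronasal neurons, rose in CD4-treated TAMs. Prm1 was at least 3.67-fold higher (adjusted p = 0.0047), Insl6 had a log2 fold change of 1.26 (adjusted p = 0.0273; 2.22 with neqc, and 10 of 27 alternatives ended the call) and Vmn1r65 2.02. Signal near background is argued against as the cause of the rise for Insl6 and Vmn1r65, though not of the size of the fold. Both were detected on at least 5 of 6 arrays in each group. Prm1 was not detected on any untreated array, so that the filter already required detection on most CD4-treated arrays. Its level was not fixed by the filter and argues against this cause for Prm1 as well. The CD4-treated samples lay at 7.67 to 9.68, above the highest untreated sample (7.06). They also lay above the lowest detected signal of each array, which was at most 7.15. For the size of its fold only a bound holds. Transcription from an interferon-responsive neighbor is argued against as the 1 cause shared by all, since for 0 of the 3 did the next tested gene on either side rise at an adjusted p under 0.05 (4.01% of genes do), with Rasl2-9 at -0.03 and Zfp787 at -0.05 beside Vmn1r65, but it stays open for Insl6, with Plgrkt at 0.68 (standard error 0.248) and Jak2 at 0.20 beside it and Cd274 at 0.57 next but one, and for Prm1, with Tnp2 at 0.25 (standard error 0.0746) and Litaf at -0.01 beside it and Socs1, next but one, at 1.01. Also open is a response of these genes themselves to the treatment, which was not tested apart from the group comparison.

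Klrd1 (-1.33) and Klre1 (-0.65, adjusted p = 0.00591), receptor genes of NK cells, fell. A difference between the BeadChips is argued against by the layout, since each BeadChip held both groups in similar numbers. These were 2 CD4-treated and 3 untreated samples on the first and 3 and 3 on the second. With the BeadChip in the model the 2 genes had -1.31 and -0.64, but with this layout that term could hardly move any log2 fold change. That both fell on each BeadChip (smallest fall -0.541) adds little, since all 529 called probes kept their direction on each. Fewer NK cells, most of which the gate on CD11b and class II would remove, cannot be told apart from a change in other cells. The 5 other NK markers had a median of 0.444 without passing camera's test. Klrk1 had 0.44 (another probe at -0.03), Nkg7 0.58, Ccl5 0.92 and Klrb1c -0.24, and the signal of Prf1 was 10.57 and 10.68. Ncr1 and Eomes were detected on no array and Gzmb on 0 of 6 untreated and 1 of 6 CD4-treated arrays. Fewer dendritic cells, which can share CD11b and class II with TAMs and so pass the gate, stay open too, since their 10 markers had a median of -0.265 (p = 0.0745 from camera, 0.401 with an estimated correlation), with Cd24a at -0.84, Kit at -0.67, Batf3 at 0.33 and the signal of Fscn1 at 10.87 and 10.62 (2 of the 10 are in other lists). An effect of the T cells on the TAMs also remains open.

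Ly6i, Ly6f (2.19) and Ly6c1 (1.45, adjusted p = 0.0481), of a family whose members include the monocyte marker Ly6C, rose. More Ly6C+ monocytes cannot be told apart from a rise within TAMs, since the 6 other monocyte markers had a median of 0.038 and went both ways, with Fn1 at -1.15 (other probes up to -0.29), Chil3 at 1.23 and the signal of F10 at 10.23 and 10.47, and the sort excluded Gr-1+ cells. A difference between the BeadChips is argued against by the layout, since each BeadChip held both groups in similar numbers. With that layout the log2 fold changes could hardly move with the BeadChip in the model, and they did not. Ly6c1, whose adjusted p was then 0.0762, went from 1.45 (standard error 0.346) to 1.43 (standard error 0.36). That the 3 genes rose on each BeadChip (smallest rise 1.308) adds little, since all 529 called probes kept their direction on each. Other ways of processing ended the call of Ly6c1 in 15 of 28 alternatives, of Ly6f in 10 of 27 and of Ly6i in 9 of 27.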

How the results depend on the processing

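Only the fits to each BeadChip alone were chosen after seeing the data. The real grouping of the samples gave 445 probes past an unadjusted p of 0.001 and 529 past an adjusted p of 0.05. Among 100 splits, drawn from 126 possible and with the real one included, it was the only 1 with counts as large, and the highest others were 96 and 11, so chance is excluded for both counts.

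Cxcl9 kept its call in all 27 alternatives that tested it (log2 fold change 3.29 to 5.28, adjusted p 4.57e-10 to 0.00304). Of the 20 genes with the smallest p, 11 to 16 were interferon-list genes. The medians of the IFNγ-response, Gbp, immunity-related GTPase, MHC class I and antiviral lists, with all members kept, held their direction and call in all alternatives, and that of MHC class II stayed below the threshold. Without the genes of Fig. 5 and with an estimated correlation, the immunity-related GTPases, MHC class I and antiviral lists lost the call (adjusted p = 0.0756 for each). Of 68 named genes past the threshold none reversed in any alternative, and 6 kept the call in all. The alternatives include BeadChip 2 alone, where only 14 probes passed in all, so most of the 68 had to lose the call there. Among the values of single genes, 4359 kept their side of the threshold, 209 lost the call, 71 gained it and 18 moved without one. The cause of the changes below was not tested.

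The count at p under 0.001 was 268 with median scaling, 105 with the variation filter (613 probes tested), 296 with the plain pooled-variance test, 248 with the mean of a gene's probes (fewer values tested), and 234 and 107 on BeadChips 1 and 2 alone (fewer samples). Leaving out 1 sample gave 281 (without untreated 6) to 652, with 283 without CD4-treated 4. The count at an adjusted p under 0.05 was 204 with median scaling (84.3% of them higher, against 63.1% before), 343 without a filter, 256 with the variation filter, 1026 with all 12 arrays as separate samples, 251 with the plain test, 862 with array weights, 331 with the mean of a gene's probes, and 178 and 14 on BeadChips 1 and 2 alone. Leaving out 1 sample gave 229 to 993. It was 278 without untreated 1, 345 without CD4-treated 2, 333 without untreated 2, 281 without untreated 3+5, 229 without CD4-treated 4, 993 without CD4-treated 5 and 240 without untreated 6. The Gbp genes called were 6 of 6 among probes detected on all 12 arrays and 2 on BeadChip 2 alone. They were 8 with the plain test, 8 with the variation filter and 10 without CD4-treated 4. Arrays outside their group's branch numbered 1 with the variation filter, 3 with Spearman correlation and 5 with Euclidean distance, against 0 otherwise. With Euclidean distance CD4-treated array 6 stood alone, and the 5 are the other CD4-treated arrays, which lay with the untreated arrays.

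Among list medians, antibacterial effectors lost the call with the variation filter (1.19) and an estimated correlation (0.27), and M1 with an estimated correlation (0.39, adjusted p = 0.066). Proliferation lost it with the variation filter (-0.69), an estimated correlation and fry (-0.22 in both) and without CD4-treated 6 (-0.14, adjusted p = 0.0708), and was down to -0.28 leaving out 1 sample. Cholesterol synthesis lost it with an estimated correlation and fry (-0.61 in both, adjusted p = 0.349 and 0.0609). Dissociation stress lost it with these (-0.22 in both) on BeadChip 1 alone (-0.15) and without CD4-treated 5 (-0.19, adjusted p = 0.0764), and ranged from -0.26 to -0.18 leaving out 1 sample. The M2 list gained a call with median scaling (-0.20), no filter (-0.25) and BeadChip 1 alone (-0.32), and dendritic cell markers with median scaling (-0.22) and no filter (-0.26). Complement gained one with neqc (0.26), no filter (0.13), the first array of each technical pair (0.23), the intensity trend (0.25), the replicate block (0.25), BeadChip 2 alone (0.47), fry (0.25) and without CD4-treated 1+3 (0.30), untreated 2 (0.33) or untreated 4 (0.35), and was down to 0.12 leaving out 1 sample. Neutrophil markers gained one with no filter (0.04) and without untreated 3+5 (0.59), were -0.08 on BeadChip 1 alone, and down to 0.29 leaving out 1 sample. The proteins' transcripts (-0.04) and chemokines (0.04) gained one with fry, which tests a list against no change and not against all other genes. Uncalled medians that moved were T-cell markers at 0.70 (detected on all 12 arrays), 0.71 (variation filter) and 0.44 (BeadChip 2 alone), lysosome and lipid handling at -0.34 (variation filter), oxidative phosphorylation at -0.08 (BeadChip 1 alone), and fibroblast markers at 0.02 (array weights), 0.11 (without CD4-treated 6) and 0.00 (without untreated 6), with -0.22 at the lowest leaving out 1 sample. The lists were not run with the TAM sample as a random block or with the plain test.

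The groups share repeat numbers, which the sources do not say are pairs. Deviations of the samples numbered 2, 4 and 6 correlated at 0.005, 0.141 and 0.168. Samples 4 and 6 of each group correlated best with their own number, but CD4-treated 2 did so with untreated 1 and untreated 2 with CD4-treated 5. With the number as a block, 414 probes passed p under 0.001 and 483 the adjusted threshold. The median over all probes moved by under 0.1 with another scaling. Probes near background, such as Gbp6, Gbp10 and Ly6i in untreated TAMs, have only bounds.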

Differences from the paper's values

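Only the fits to each BeadChip alone were chosen after seeing the values. The paper reports 291 genes past P < 0.001, and 445 probes passed the same threshold here, for 260 named genes, which is within 1.5 times of the paper's number but leaves out probes without a name. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number were neqc (414), median scaling (268), probes detected on all 12 arrays (348), the first array of each technical pair (430), the plain pooled-variance test (296), the intensity trend (420), the mean of a gene's probes (248), the replicate block (414), the BeadChip as a block (391), and leaving out untreated sample 1, 2, 3+5, 4 or 6 or CD4-treated sample 2 or 4 (281 to 357). Those that were not were no floor (445), the authors' log2 table (444), no filter (525), the variation filter (105), all 12 arrays as separate samples (639), the TAM sample as a random block (477), array weights (602), and leaving out CD4-treated sample 1+3 (468), 5 (652) or 6 (473). Of the fits chosen after seeing the values, BeadChip 1 alone gave 234, which is within that range and drops 0 of the 24 genes of Fig. 5 that passed here, and BeadChip 2 alone 107, which is not.

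For Tor3a, the paper's Fig. 5C shows a log2 ratio of about 0.70, read by eye. The log2 fold change here was 0.07 (replicate SD 0.137), from the only named probe tested, and in none of the alternatives that tested Tor3a (0.01 to 0.21) did it come within the replicate SD of the paper's value. The other log2 ratios of Fig. 5C with a named probe lay within the replicate SD of those here. The paper's figure also shows Serpina3g and BC013712, for which no probe is named here.

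The paper counts fewer Gbp genes among its top genes than the 4 found here. Its count of upregulated members cannot be set beside the 11 here, which passed an adjusted p under 0.05 from limma, since the figure asks for 0.0005 after another correction. At a p under 0.0005 from limma, adjusted over all 17694 probes, Gbp2, Gbp5 and Gbp4 pass. The figure legend does not say over which genes the paper corrected. Before adjustment all 11 had a p from limma of at most 0.000199 (Gbp9), so all were under 0.0005. Gbp7, which Fig. 5D does not show, had 1.22. For Gbp6 the means in the paper's Fig. 5D differ by about 1.4, read by eye, and those here by 0.72, but Gbp6 was not detected on any untreated array here, so here it has only a bound, of 1.34-fold. With neqc the means of Gbp6 differed by 1.81.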

Other observations

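The gene groups described here were picked after their results were seen, while the tests on them were set beforehand and the levels in single samples were looked at only afterwards. Complement factor B (Cfb), of the alternative pathway, rose by 1.65 on the log2 scale in CD4-treated TAMs (standard error 0.21, adjusted p = 0.00221 from limma). It was the only one of 8 complement genes tested to pass. C4b had 1.23 (adjusted p = 0.069), C2 0.49 and C1qa 0.08, and adjusted over the list alone 3 were higher and 1 lower (median 0.25, adjusted p = 0.0613 from camera). Upp1, uridine phosphorylase, rose by 1.54 (standard error 0.28, adjusted p = 0.0129), and Npc2, a lysosomal cholesterol carrier, by 0.61 (standard error 0.12, adjusted p = 0.0167), the only one of 16 genes of lysosome and lipid handling (median 0.15, adjusted p = 0.139).

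All 10 tested genes of cholesterol synthesis had lower means in CD4-treated TAMs. None passed the test over all probes, and 7 did when adjusted over the list alone (8 at an unadjusted p under 0.05). Sqle, squalene epoxidase, had -0.99 (standard error 0.27, adjusted p = 0.0822; another probe -0.11), Idi1 -0.90 and Cyp51 -0.55. The fall lay mostly in CD4-treated samples 4 and 6 (Idi1 9.57 and 9.275), while samples 1+3 and 5 were in or near the untreated range (11.12 and 11.21, against 11.105 to 11.41), and Krt8, Krt18 and Sparc, markers of other cells, were the lowest of the CD4-treated samples in 4 and 6 as well (Sparc 9.04 and 7.59, 9.825 to 10.55 in the other CD4-treated and 9.41 to 10.30 in untreated samples). All 13 tested genes of proliferation were lower in mean too, such as Rrm2 at -0.72 and Birc5 at -0.72, with the lowest values in CD4-treated sample 6 (8.70 and 7.29, against 9.80 to 10.52 and 8.24 to 9.61 in the other CD4-treated samples), where Krt8, Krt18, Sparc and Eif2s3y were lowest too, and none passed in either count (2 lower at an unadjusted p under 0.05). Of 14 genes of dissociation stress none passed (4 lower at an unadjusted p under 0.05), and 2 were lower adjusted over the list alone, with Egr1 at -0.42 and Nr4a1 at -0.38. Hypoxia and glycolysis (18 genes, median -0.003, adjusted p = 0.674) and oxidative phosphorylation (15 genes, median 0.07, adjusted p = 0.253) held no gene past the test by limma, over all probes or adjusted over the list alone, with 1 lower and 1 higher at an unadjusted p under 0.05.

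For the proteins and surface markers the paper measured by other methods in other samples, 2 of 14 transcripts rose, Cxcl9 and Inhba, and none fell (2 and 1 adjusted over the list alone; median -0.04, mean 0.26, adjusted p = 0.229 from camera, direction up). The 1 lower over the list alone was Mmp9 (-1.79). Il10 and Mfge8 had -0.34 and -0.30 and Ccl22 was not detected on any array, while Il1a had 0.44 and Vegfa -0.15. Ccl5 had 0.92 (adjusted p = 0.307), while the paper reports less CCL5 protein, without statistical significance. Mrc1, which encodes CD206, had -0.30 (adjusted p = 0.39), Il4ra 0.20 (adjusted p = 0.483) and Ccr2 -0.38 (adjusted p = 0.537). Of 12 surface marker genes only Cd40 passed the test (median 0.17, adjusted p = 0.253), and Cd274, which encodes PD-L1, had 0.57 (adjusted p = 0.17).

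Of the markers of other cells, 2 of 7 NK genes fell (1 higher and 3 lower adjusted over the list alone; median 0.10, mean -0.03, adjusted p = 0.632, direction down), 1 of 4 neutrophil genes rose, Csf3r (0.72, adjusted p = 0.0318, and 0.0523 with the BeadChip in the model; list median 0.45, adjusted p = 0.133), and 1 of 7 monocyte genes rose, Ly6c1 (median 0.24, adjusted p = 0.37; 2 higher and 1 lower adjusted over the list alone). None of 10 dendritic cell genes passed (2 lower adjusted over the list alone, 2 higher and 2 lower at an unadjusted p under 0.05; median -0.27, adjusted p = 0.139). The T-cell list (5 genes, median -0.03, mean 0.21, adjusted p = 0.849, direction up), MB49 and epithelial markers (4 genes, median -0.02, adjusted p = 0.492; 1 lower adjusted over the list alone, Cdh1 at -1.35, whose other probe had 0.06), Y-chromosome genes (3 genes, median -0.01, adjusted p = 0.753), fibroblast markers (3 genes, median -0.06, adjusted p = 0.753) and endothelial markers (2 genes, median -0.01, adjusted p = 0.947) held none past the test. At an unadjusted p under 0.05 the last 3 lists held 0 genes.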
